# Interrogating the Role of miR-125b and Its 3′isomiRs in Protection against Hypoxia

**DOI:** 10.3390/ijms242116015

**Published:** 2023-11-06

**Authors:** Lee Lee Wong, Azizah Binti Fadzil, Qiying Chen, Miriam T. Rademaker, Christopher J. Charles, Arthur Mark Richards, Peipei Wang

**Keywords:** microRNA, isomiR, miR-125b, hypoxia, and apoptosis

## Abstract

MiR-125b has therapeutic potential in the amelioration of myocardial ischemic injury. MicroRNA isomiRs, with either 5′ or 3′ addition or deletion of nucleotide(s), have been reported from next-generation sequencing data (NGS). However, due to technical challenges, validation and functional studies of isomiRs are few. In this study, we discovered using NGS, four 3′isomiRs of miR-125b, i.e., addition of A (adenosine), along with deletions of A, AG (guanosine) and AGU (uridine) from rat and sheep heart. These findings were validated using RT-qPCR. Comprehensive functional studies were carried out in the H9C2 hypoxia model. After miR-125b, isomiRs of Plus A, Trim A, AG and AGU mimic transfection, the H9C2 cells were subjected to hypoxic challenge. As assessed using cell viability, apoptosis, CCK-8 and LDH release, miR-125b and isomiRs were all protective against hypoxia. However, Plus A and Trim A were more effective than miR-125b, whilst Trim AG and Trim AGU had far weaker effects than miR-125b. Interestingly, both the gene regulation profile and apoptotic gene validation indicated a major overlap among miR-125b, Plus A and Trim A, whilst Trims AG and AGU revealed a different profile compared to miR-125b. Conclusions: miR-125b and its 3′ isomiRs are expressed stably in the heart. miR-125b and isomiRs with addition or deletion of A might function concurrently and concordantly under specific physiological and pathophysiological conditions. In-depth understanding of isomiRs’ metabolism and function will contribute to better miRNA therapeutic drug design.

## 1. Introduction

Myocardial infarction (MI) is a leading cause of heart failure (HF) and ultimately death. MicroRNAs (miRNAs) bind to the 3′untranslated region (UTR) of their mRNA targets and down-regulate genes via mRNA degradation or translational inhibition. MiRNAs are involved in diverse aspects of cardiac pathophysiological processes including hypertrophy, remodeling, HF, and arrhythmia [1,2,3]. Recent reports indicate miRNAs protect the heart against ischemic injury by regulating key signaling elements and are therefore potentially therapeutic targets [4]. miR-125b is highly conserved in mammals. Mature miR-125b, also called miR-125b-5p, is transcribed from two loci located on chromosomes chr11 and chr21 as hsa-miR-125b-1 and -2; chr9 and chr16 as mmu-miR-125b-1, and -2; chr8 and chr11 as rno-miR-125b-1 and -2, respectively [5]. MiR-125b is well-studied since it is implicated in a wide range of physiological and pathological processes. Clinically, miR-125b is down-regulated in the hearts of patients with end-stage dilated cardiomyopathy (DCM) or ischemic cardiomyopathy [6]. Lower circulating levels of miR-125b-5p are associated with an increased occurrence of acute myocardial infarction (AMI). Similarly, miR-125b has been reported to protect hearts from ischemia/reperfusion injury. It was demonstrated that miR-125b mimics reduce apoptosis via direct targeting of Bak1, Bmf, TRAF6 and klf13 [7,8].

Mature miRNAs are small with 20 to 24 nucleotides (nts). They are identified using short-tag RNA-sequencing (RNA-seq). Widespread usage of high-throughput RNA-seq has revealed that multiple variants of mature miRNAs occur in various plant and animal species. These miRNA variants include nucleotide substitutions, insertions or deletions of 1 or more nts. Among them, 5′ and/or 3′ end non-templated additions and cleavage variations are most frequent [9]. Canonical miRNAs and isomiRs are loaded to Argonature (Ago), as detected using co-immunoprecipitation, and bind to the 3′UTRs of specific mRNA targets, as shown using luciferase reporter assay [10,11]. Therefore, isomiRs are potentially functional miRNAs.

The functional significance of isomiRs is not yet well-understood. Such studies are very much limited to 5′ isomiRs as changes to the seed region are associated with altered regulation of target genes [12]. Target prediction indicated 642 potential targets for miR-411 but 1249 targets for the 5′ isomiR (with an addition of adenosine) with 269 overlapping targets. The 5′ isomiR negatively regulated cell migration whilst miR-411 had no such effect [13]. miR-21–5p suppresses growth hormone receptor (GHR) in liver cancer. The up-regulation of 5′ isomiRs with addition or deletion of 1 nt leads to loss of GHR suppression with consequent stimulation of cancer cell growth [14]. Most published NGS results indicate that 5′ isomiRs are rare with 3′ isomiRs predominant [9]. Functional alterations and mechanisms associated with 3′ isomiRs are less well-reported. It is generally believed that 3′ isomiRs may affect miRNA stability and turnover [15,16]. Whether isomiR length variation at 3′ end affects miRNA function is unknown. In one report, miR-222 was anti-apoptotic whilst its 3′ extended isoforms were pro-apoptotic via inhibition of the *PI3K-AKT* pathway [17].

This study demonstrates the cardiac ubiquity of miR-125b and associated 3′ isomiRs with addition of A, along with deletion of A, AG, and AGU in healthy and ischemic rat hearts and healthy and failed sheep hearts. IsomiRs with one added or one deleted A at the 3′ terminal of mir-125b have similar cardioprotective effects to canonical miR-125b-5p. In contrast, isomiRs with 3′ deletions of AG and AGU show loss of action. Our study provides a better understanding of the concurrent involvement of miR-125b and its isomiRs in cardiac-protective processes and may allow for the development of novel therapies for cardioprotection.

## 2. Results

### 2.1. The Overexpression of miR-125b Reduces Cell Injury and Inhibits Apoptosis

After 24 h transfection, H9C2 cells were subjected to 24 h of hypoxia. Our results showed that miR-125b mimics drastically reduced cell injury, as indicated by increased CCK-8 activity and reduced lactate dehydrogenase (LDH) release (Figure 1A,B). Cell apoptosis was determined in H9C2 using ANNEXIN V and 7-ADD (7-amino-actinomycin) staining showing that hypoxia-induced apoptosis and cell death was reduced by miR-125b (Figure 1E,F). The inhibition of apoptosis was further confirmed using significantly reduced caspase3/7 activity (Figure 1G). The cardioprotective effects of miR-125b (increased CCK-8 and reduced LDH release) were replicated in our NRVM hypoxia model (Figure 1C,D).

### 2.2. The Overexpression of miR-125b in H9C2 Cells Down-Regulates Multiple Pro-Apoptotic Genes

MiR-125b-predicted gene targets in association with apoptosis were selected for assessments using RT-qPCR and Western blot. miR-125b mimics significantly inhibited the mRNA expression of *Bak1*, *Bim*, *Bmf*, *Tnfrsf1b* (protein name TNF-R2), *Hif1an* (protein name HIF-1), *Traf6*, *Tp53Inp2* and *Tp53Inp1* (Figure 2A). For protein levels, only BAK1, BIM, BMF, PUMA, HIF1AN and DRAM2 were significantly decreased by miR-125b (Figure 2B). The mRNA expressions of *Tp53inp1* and *Tp53inp2* were decreased by miR-125b but levels of the proteins coded by these genes were unchanged.

To further validate whether miR-125b directly targets the 3′UTR of these genes, we constructed target gene 3′UTR cDNA luciferase reporters and co-transfected with miR-125b mimic. A luciferase activity assay was performed 24 h after transfection (Supplementary Figure S1). The luciferase activities from the reporters containing the 3′UTR of *Bak1*, *Bmf*, *Puma*, *Tnfrsf1b*, *Dram2* and *Tp53inp2* were significantly decreased by miR-125b, indicating direct binding to 3′UTR. There was no effect on *Traf6* or *p53* 3′UTR.

### 2.3. The Assessment of miR-125b isomiRs Using NGS and Validation Using RT-qPCR

The miRbase miR-125b hairpin structure and sequences for rats and sheep are illustrated in Figure 3A,B, respectively. The canonical oar-miR-125b appears to be the isoform for rno-miR-125b with a deletion of A at the 3′ end. Heart samples from a rat ischemia model and ovine rapid ventricular pacing-induced HF model [18,19] were collected for miRNA sequencing. miR-125b and its four isoforms were highly expressed in both models (Figure 3C,D). The top five expressed miR-125b and its isomiRs in both rat and ovine datasets were the same regardless of the canonical sequence differences.

IsomiRs have been frequently reported using NGS technology. Due to the minor sequence difference, they are not well-validated using RT-qPCR. For this, we engaged Genepharma Co. Ltd. (Shanghai, China) to design specific primers targeting miR-125b and its isoforms. In H9C2 cells transfected with miR-125b and isomiRs under normoxic and hypoxic conditions, the primers were highly specific, as validated using qPCR and confirmed using Sanger sequencing (Supplementary Figure S2). Among them, Plus A had the best specificity (Figure 4).

### 2.4. miR-125b and isomiRs Are Protective but Trim AG and Trim AGU Are Less Effective than Others

Next, we compared the function of miR-125b and isomiRs in a comprehensive way. Under normoxic conditions, they did not affect cell viability (Supplementary Figure S3A), CCK-8 (Supplementary Figure S3B), or apoptosis, as detected using ANNEXIN V and 7-AAD double staining (Supplementary Figure S3C).

The protective effects under hypoxia were evaluated using the same approach. miR-125b and isomiRs increased cell viability and reduced iLDH release (Figure 5B), although Trim AG seemed less potent (Supplementary Figure S4). However, both Plus A and Trim A provided stronger protective effects, as assessed using both CCK-8 and LDH release (Figure 5A,B). The differences among groups were even more significant as assessed using ANNEXIN V and 7-AAD double staining. MiR-125b, Plus A and Trim A exhibited protective effects with an increase in live cells and decrease in dead cells as compared with MC; Trim AG and Trim AGU had no protective effects (Figure 5C). With all functional assessments considered, miR-125b was protective, as is well-documented. However, isomiRs of Plus A and Trim A showed elevated protective effects compared to miR-125b, while Trim AGU and Trim AG had weaker effects.

### 2.5. Profiling of miR-125b and isomiRs Induced Gene Regulation under Normoxic and Hypoxic Conditions

RNA sequencing was performed in triplicate for each group. 

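H9C2 is a rat cardiac myoblast cell line. Cells were transfected for 24 h with 25 nmol/L of the mimic control (MC) or of mimics of miR-125b, Plus A, Trim A, Trim AG or Trim AGU and then kept for 24 h in normoxia or hypoxia. The paper gives the hypoxia as below 0.2% oxygen in its methods and as 0.2% in its figure legends. Its methods put hypoxic cells in serum-free low-glucose medium and normoxic cells in fresh medium under normal conditions. Differences between hypoxia and normoxia can therefore come from oxygen or from the culture medium. Plus A carries an added A at the 3′ end of miR-125b, and the Trim isomiRs lack the bases in their names there. Poly-A RNA was sequenced in non-stranded libraries, with 3 for each of the 12 groups. The authors deposited 12 tables that each compare a pair of groups, and 11 of them hold the raw count of each gene in each library, an FPKM value and the result of the authors' own DESeq2 test. The table of Normoxia Plus A against Normoxia MC gives group means in place of counts. The paper's text does not name the aligner, the counting tool or the genome build of the RNA sequencing. Counts of 33 libraries from 11 groups were used. Per-library counts of Normoxia MC were not analysed here, so no test against Normoxia MC was made. Total counts per library ranged from 28361216 to 42672584, with a median of 29923694. In hypoxia they were 29137206 to 30249626 (median 29777010) for MC, 29091343 to 30994490 (median 30971697) for miR-125b and 29656730 to 30908069 (median 29923694) for Plus A. Trim A had 31064299 to 34505938 (median 31582169), Trim AG 39940087 to 42672584 (median 41306881) and Trim AGU 31870038 to 34048139 (median 31973871). In normoxia the totals were 28737185 to 29196298 (median 28775970) for miR-125b, 28672966 to 30101137 (median 29055292) for Plus A and 28361216 to 29781201 (median 28992329) for Trim A. Trim AG had 28690101 to 30547343 (median 28778781) and Trim AGU 28868303 to 30275668 (median 29002242). Counts were normalized with edgeR's TMM method, genes with low counts were removed, and each pair of groups was compared with edgeR's quasi-likelihood test. A gene was called up- or down-regulated when its Benjamini-Hochberg adjusted p-value was below 0.05 and its fold change at least 1.5. The paper's own test was DESeq2, which was run as an alternative.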

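The deposited tables listed 24275 genes, of which 18423 were protein coding and 1439 had no gene name. A single library had between 16981 and 19451 genes with at least 1 count. After the filter on low counts, between 14720 and 15315 genes were tested per comparison.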

More than 30,000 genes were detected using NGS. 

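Principal components were computed on log2 CPM of the 16285 genes that passed the filter on low counts. The first component held 34.7% of the variance, the next one 14.4% and the one after that 9.65%. The 18 hypoxia libraries scored at least 18.1 on the first component and the 15 normoxia libraries at most -28.4. The share of the first component moved most when it was computed on the 500 genes with the highest variance, to 46.0%. Between hypoxia and normoxia under the same mimic, 3135 genes were called for miR-125b, 3427 for Plus A, 3969 for Trim A, 5005 for Trim AG and 3995 for Trim AGU. For Trim AGU, 2017 genes were up-regulated in hypoxia, and 738 to 1049 without each library of Normoxia Trim AGU in turn. The hypoxia and normoxia libraries of a mimic did not overlap for 52.7% to 63.3% of the genes tested, where chance gives 10%.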

The PCA plot shows a distinct separation between normoxia and hypoxia (Figure 6A). Notably, MC groups were separated from miR-125b and isomiR groups under both conditions. 

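In hypoxia, the mean distance between a library of miR-125b and a library of MC was 0.770, as the root mean square difference in log2 CPM over the same genes. The mean distance between libraries of one group was 0.451 in miR-125b and 0.450 in MC. The 3 libraries of a mimic and the 3 of MC did not overlap for 55.1% (Trim AGU) to 66.8% (Trim AG) of the genes tested. Distances from Normoxia MC were not analysed here. In the authors' deposited table of Plus A against MC in normoxia, 1247 of 20730 genes were higher and 1395 lower in Plus A at the same thresholds, and 288 of another 337 listed without a gene name were lower.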

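The log2 fold changes of Plus A and Trim A against MC in hypoxia were correlated with those of miR-125b across genes. Pearson's r was 0.892 for Plus A (14989 genes) and 0.896 for Trim A (14994 genes). Genes are not independent replicates, and these comparisons shared the MC libraries. With the isomiR, miR-125b and MC all simulated without change, the shared MC gave a mean r of 0.508 and 0.512. The highest over 10 simulations were 0.528 and 0.533. The r of the data moved most with fold changes from DESeq2, to 0.780 for Plus A and 0.768 for Trim A. The slopes on the fold changes of miR-125b were 0.953 and 1.05. Libraries of Plus A lay at a mean distance of 0.509 from those of miR-125b and libraries of Trim A at 0.543. Within a group, the mean distance was 0.474 in Plus A and 0.530 in Trim A.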

The changes in gene profiling using miR-125b, Plus A and Trim A transfection were closely matched. 

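Against MC in hypoxia, 2604 genes were up-regulated and 3088 down-regulated by Trim AG. Trim A up-regulated 1879 and down-regulated 2385 genes, and Plus A 1588 and 2179. Trim AGU up-regulated 1713 and down-regulated 1857 genes, fewer than Trim A. Its numbers fell to 567 to 695 and 890 to 924 without each library of MC in turn, and were 1214 and 1266 without replicate 3 of Trim AGU. They were 2308 and 2221 without replicate 1 of Trim AGU and 1629 and 2328 without replicate 2. The mean distance from MC was 0.816 for Plus A, 0.880 for Trim A, 0.987 for Trim AG and 0.997 for Trim AGU. Libraries of Trim AGU lay 0.859 apart from each other, against 0.514 in Trim AG. The correlation of the fold changes with those of miR-125b was 0.756 for Trim AG and 0.750 for Trim AGU. With the isomiR, miR-125b and MC all simulated without change it was at most 0.538 and 0.531.

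**Figure D1:**
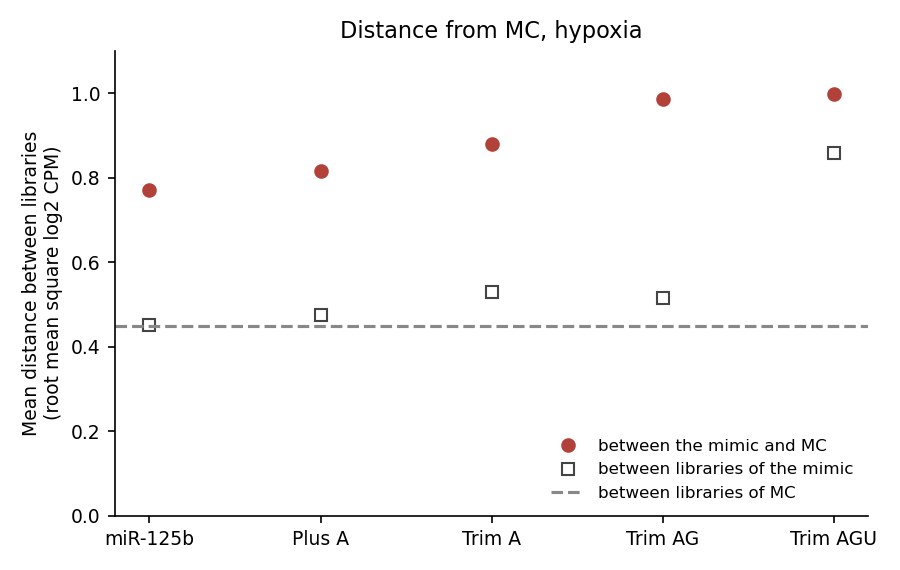
Mean distance between libraries in hypoxia (y axis, root mean square difference in log2 CPM) for each mimic (x axis). Filled circles give the distance from MC, open squares the distance between libraries of the mimic and the dashed line that between libraries of MC, and the square of Trim AGU at 0.859 lies above those of the other mimics.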

Changes induced by Trim AG and Trim AGU were more profound than those changes in miR-125b, Plus A and Trim A. These differences were distinct in the hierarchical clustering heat map (Figure 6B). Individual treatment results are included in Supplementary Figure S5.

Next, we examined those genes significantly regulated by miR-125b and isomiRs, as indicated by ≥1.5-fold change with p(adj) < 0.05 compared to MC. The volcano plots showed 146 and 265 genes down-regulated by miR-125b vs. MC in normoxia and hypoxia, respectively (Figure 7A,B). 

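In hypoxia, 1886 of the 15143 genes tested were down-regulated by miR-125b against MC. The number moved most without a threshold on the fold change, to 4540, and was 851 with a threshold of 2-fold. The libraries of both groups did not overlap for 97.7% of the genes called in either direction. The genes with the largest falls and a mean of at least 1 CPM included *Srl*, *Sln* and *Csrp3*, along with loci that the tables list without a gene name. *Srl* had a log2 fold change of -5.09 (standard error 0.466, adjusted p = 3.5e-06 from edgeR's quasi-likelihood test). *Csrp3* had 6.06 ± 0.240 CPM (SD, n = 3) with MC and 0.240 ± 0.142 CPM (SD, n = 3) with miR-125b. *Sln* had 4.01 ± 0.550 CPM (SD, n = 3) and 0.148 ± 0.0948 CPM (SD, n = 3). The normoxia comparison with MC was not analysed here.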

In total, 117 and 203 genes were up-regulated by miR-125b in normoxia and hypoxia, respectively. 

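Of the same genes, 1428 were up-regulated by miR-125b in hypoxia, or 43.1% of all genes called. *Misp* had 0.298 ± 0.0346 CPM (SD, n = 3) with MC and 3.02 ± 0.285 CPM (SD, n = 3) with miR-125b. Its log2 fold change was 3.32 (standard error 0.225, adjusted p = 3.5e-07 from edgeR's quasi-likelihood test). *Tert* had a log2 fold change of 3.12 and *Cd151* one of 4.28. Among the called genes with a mean of at least 1 CPM and no overlap between the groups, LOC100912604 rose most, at 4.35, and its miR-125b libraries spread widely at 61.0 ± 51.2 CPM (SD, n = 3).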

To understand the differences in gene regulation between miR-125b and its isomiRs, we directly compared up- and down-regulated genes between miR-125b and isomiRs. Most of the genes down-regulated by Plus A and Trim A were overlapped with miR-125b, with less than 100 genes differentially down-regulated. However, the genes regulated by Trim AG and Trim AGU were remarkably different from miR-125b with 10 times more than those in Plus A and Trim A (Figure 7C). 

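Against MC in hypoxia, 1512 of the genes down-regulated by Plus A were also down-regulated by miR-125b, which is 69.4% of them. For Trim A the number was 1578, or 66.2%. For Trim AG it was 1420, or 46.0%, and for Trim AGU 1111, or 59.8%. Without a fold threshold the shares were 82.1% for Plus A, 85.6% for Trim A, 68.0% for Trim AG and 83.4% for Trim AGU. These are shares of each isomiR's own list, which with the fold threshold was longest for Trim AG, at 3088 genes. miR-125b itself down-regulated 1886 genes with that threshold. Plus A shared 80.2% of them, Trim A 83.7%, Trim AG 75.3% and Trim AGU 58.9%. By this measure Trim AGU was lowest, and the order of Trim AG and Trim AGU was reversed. With the isomiR, miR-125b and MC all simulated without change, 0 called genes were shared in each simulation for Plus A or Trim A. Groups simulated without change have few calls to share. This 0 therefore does not tell how far the shares above exceed those of unrelated lists of such lengths. Compared with miR-125b directly, 200 genes were lower with Plus A and 63 with Trim A. The number for Plus A was 119 to 140 without each library of miR-125b in turn. The number for Trim A was 692 without replicate 1 of Trim A, 5 without replicate 2 and 5 without replicate 3 of Trim A, and 4 to 5 without any 1 library of miR-125b. *Krt8* was called in each of the latter fits and in both of those without replicate 2 or 3 of Trim A. The genes without replicate 2 of miR-125b were *Krt8*, *Slc29a2*, LOC100911363 and *Snx3*, and all of these were named after their values were seen. With DESeq2 in place of edgeR it was 179. The libraries of Plus A and miR-125b did not overlap for 36.5% of the genes tested and those of Trim A and miR-125b for 28.9%.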

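Compared with miR-125b in hypoxia, 1757 genes were lower with Trim AG and 290 with Trim AGU. The number for Trim AG was 8.79 times that of Plus A and 27.9 times that of Trim A. The ratio of Trim AG to Plus A ranged from 2.75 without a fold threshold to 16.0 with a fold threshold of 2. The ratio of Trim AG to Trim A ranged from 9.40 with DESeq2 to 1717 with the replicate number as a block, where Trim A had 1 gene. For Trim AGU the ratios were 1.45 and 4.60, and that to Plus A fell to 0.110 with the replicate number as a block and 0.271 without a fold threshold. It rose to 3.90 with DESeq2 and 11.7 with all libraries in 1 fit. That to Trim A ranged from 2.23 without a fold threshold to 16.0 with the block, with 11.1 for all libraries in 1 fit. The number for Trim AGU was 10 to 13 without each library of miR-125b in turn, below that for Plus A in the same fits. It was 689, 795 and 29 without replicates 1, 2 and 3 of Trim AGU, and DESeq2 gave 640. *Ogn* had 4.86 ± 0.744 CPM (SD, n = 3) with miR-125b and 0.193 ± 0.0961 CPM (SD, n = 3) with Trim AG, a log2 fold change of -4.64 (standard error 0.328, adjusted p = 3.8e-05 from edgeR's quasi-likelihood test). *Brms1* and *Mff* were also lower with Trim AG but spread widely within miR-125b, at 5.30 ± 3.74 CPM (SD, n = 3) and 28.7 ± 13.6 CPM (SD, n = 3). The edgeR adjusted p-values of LOC100912534 and LOC100910944 rose from 0.0208 and 0.0257 to 0.0679 and 0.0807 without replicate 3 of Hypoxia Trim AG. With Trim AGU, *Spata13* had a log2 fold change of -2.90. *Plagl1* (-3.71), *Epb4.1l1* (-3.58), *Bcas1* (-3.12) and *Trpm5* (-2.84) were called with all libraries, but not with each library left out. The highest edgeR adjusted p-value of *Plagl1* was 0.0674 without replicate 3 of Hypoxia Trim AGU, that of *Epb4.1l1* 0.197 without replicate 3 of Hypoxia miR-125b, that of *Bcas1* 0.0540 without replicate 1 of Hypoxia miR-125b and that of *Trpm5* 0.0795 without replicate 3 of Hypoxia miR-125b. From the larger numbers of genes that differ from miR-125b, the paper states that the genes regulated by Trim AG and Trim AGU were remarkably different.

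**Figure D2:**
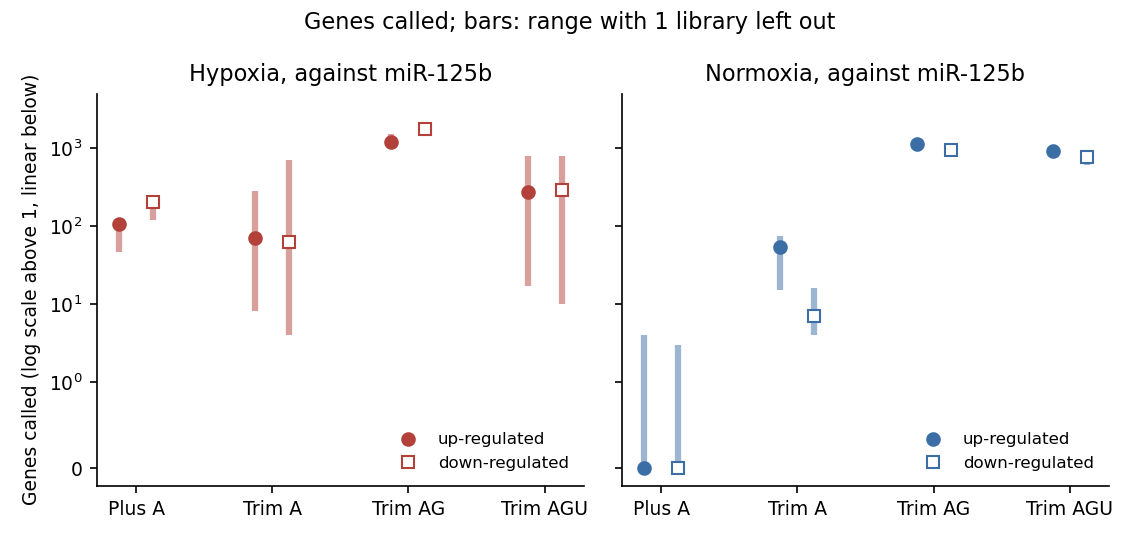
Number of genes called against miR-125b (y axis, logarithmic above 1 and linear below) for each isomiR (x axis) in hypoxia on the left and normoxia on the right. Filled circles are up-regulated and open squares down-regulated genes, and bars span the numbers with 1 library left out, which reach from 10 to 795 for genes down-regulated by Trim AGU in hypoxia.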

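Among the genes down-regulated against MC in hypoxia, 1374 were shared by miR-125b, Plus A and Trim A, 170 were called with miR-125b alone, 399 with Plus A alone and 539 with Trim A alone. In the same way, miR-125b, Trim AG and Trim AGU shared 1025 genes, while 1120 were called with Trim AG alone, 198 with Trim AGU alone and 380 with miR-125b alone. Of the up-regulated genes, 882 were shared by miR-125b, Plus A and Trim A and 554 by miR-125b, Trim AG and Trim AGU. A further 758 were called with Trim AG and Trim AGU but not with miR-125b. Against miR-125b directly, 107 genes were higher with Plus A, 69 with Trim A, 1202 with Trim AG and 275 with Trim AGU. Without each library of miR-125b in turn the number was 46 to 79 for Plus A, 8 to 14 for Trim A and 17 to 25 for Trim AGU. For Trim AGU it was 788, 506 and 60 without replicates 1, 2 and 3 of Trim AGU. For Trim A it was 283, 30 and 19 without its own replicates 1, 2 and 3. *Acta1* had 18.4 ± 1.16 CPM (SD, n = 3) with miR-125b and 159 ± 18.4 CPM (SD, n = 3) with Trim AG, a log2 fold change of 3.11 (standard error 0.105, adjusted p = 5.9e-06 from edgeR's quasi-likelihood test). LOC500300 was higher with both isomiRs, by a log2 fold change of 3.24 with Trim AG and 2.30 with Trim AGU, where its edgeR adjusted p-value rose to 0.10 without replicate 1 of Hypoxia miR-125b. With Trim AGU, *Usp15* had 105 ± 12.9 CPM (SD, n = 3) against 18.5 ± 0.125 CPM (SD, n = 3) with miR-125b, and *Cep55* had a log2 fold change of 2.05. *Cdca3*, at 2.29, had an edgeR adjusted p-value of 0.0551 without replicate 1 of Hypoxia miR-125b.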

The number of genes significantly down-regulated by miR-125b and isomiRs is further illustrated in Figure 7D,E. The comparison of up-regulated genes between miR-125b and isomRs shows a similar pattern (Figure 7F–H). 

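In normoxia, 1127 genes were higher and 946 lower with Trim AG than with miR-125b. With Trim AGU, 915 were higher and 759 lower. Trim A had 54 and 7 genes. The higher genes numbered 15 to 23 without each library of Trim A in turn and 33 without replicate 2 of miR-125b, and without replicate 1 of miR-125b 74 were higher and 16 lower. Plus A had 0 genes in either direction, while 404 genes, or 2.73% of the 14781 tested, had an unadjusted p-value below 0.05. The lowest adjusted p-value was 0.824 (edgeR's quasi-likelihood test). Without replicate 2 of Plus A 4 genes were higher, and without replicate 2 of miR-125b 3 were lower. These were LOC100910414, LOC100910308, LOC100912042 and LOC100912571 higher and LOC100911047, LOC100911186 and LOC100912538 lower, named after their values were seen. The libraries of Plus A differed among themselves in *Cav1*, a gene singled out after its values were seen. *Cav1* had 271, 103 and 103 CPM in replicates 1, 2 and 3 of Normoxia Plus A, and 106, 287 and 266 CPM in those of Normoxia miR-125b. In hypoxia it had 90.1 to 95.6 CPM with Plus A and 236 to 239 CPM with miR-125b. With replicate 1 exchanged between Normoxia Plus A and Normoxia miR-125b, a split examined after the results were seen, 235 genes were called. A swap of these labels stays open, so the normoxia results of Plus A rest on the labels as given. The same holds for every other result that uses the libraries of Normoxia miR-125b. The log2 fold changes against miR-125b in hypoxia and in normoxia correlated across genes at r = 0.448 for Trim AG, 0.347 for Trim AGU, 0.0765 for Plus A and 0.0272 for Trim A, over genes that are not independent replicates.

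**Figure D3:**
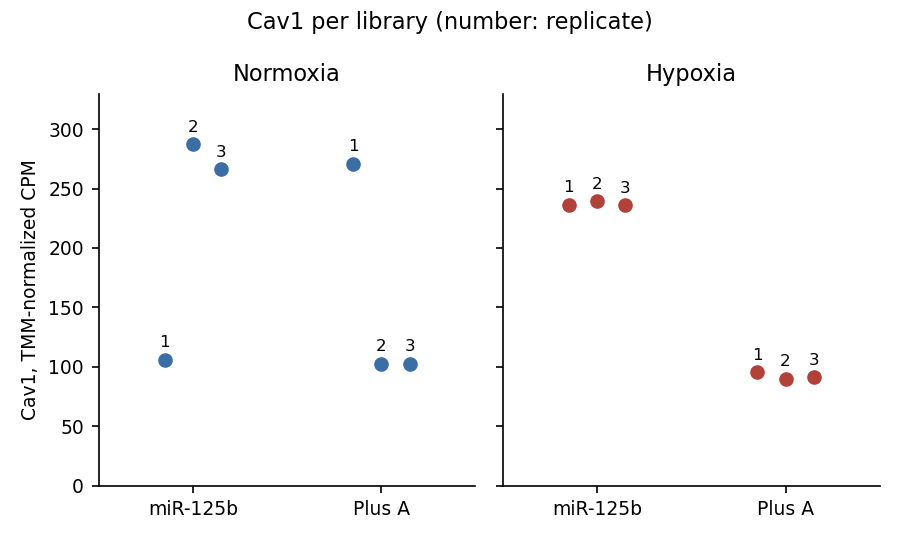
*Cav1* (y axis, TMM-normalized CPM) in each library of miR-125b and Plus A (x axis), in normoxia on the left and hypoxia on the right, with the replicate number above each point. In normoxia, replicate 1 of Plus A at 271 CPM lies beside replicates 2 and 3 of miR-125b, and replicate 1 of miR-125b at 106 CPM beside replicates 2 and 3 of Plus A.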

Additional analysis of gene regulation under normoxia gave a similar finding (Supplementary Figure S6).

### 2.6. Gene Expression Validation Using RT-qPCR

The most down-regulated gene by NGS, *Tnnt2*, and some predicted miR-125b apoptotic targets were selected for further validation. 

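*Tnnt2* (ENSRNOG00000033734), which encodes cardiac troponin T, is listed as a protein coding gene on chromosome 13 from 52662996 to 52680990, on a genome build that the tables do not name. In hypoxia it had 291 ± 10.2 CPM (SD, n = 3) with MC and 41.1 ± 1.17 CPM (SD, n = 3) with miR-125b. The log2 fold change was -2.83 (standard error 0.0389, adjusted p = 4.7e-12 from edgeR's quasi-likelihood test) and stayed between -2.86 and -2.81 with each library left out in turn. Among the genes lower with miR-125b, *Tnnt2* ranked 2 by p-value and 67 by log2 fold change. Of the 15 genes tested that the paper names, 7 were down-regulated. An adjusted p-value below 0.05 was found for 13 of these 15 genes over all genes tested and for 13 when adjusted over the list alone, and the paper chose some of them on these samples, so the latter is not independent evidence. *Bmf* had 35.0 ± 1.43 CPM (SD, n = 3) with MC and 12.2 ± 1.73 CPM (SD, n = 3) with miR-125b, a log2 fold change of -1.52. *Tnfrsf1b* had 1.58 ± 0.220 CPM (SD, n = 3) and 0.516 ± 0.119 CPM (SD, n = 3), a log2 fold change of -1.61. *Tp53inp1* had a log2 fold change of -0.94, *Tp53inp2* of -1.02, *Bak1* of -0.70 and *Traf6* of -0.72. *Bcl2l11*, *Casp2*, *Klf13* and *Actb* were lower by less than the fold threshold, at -0.32, -0.32, -0.56 and -0.50, and *Bax* was higher at 0.44. *Actb* encodes β-actin, the reference gene of the paper's mRNA RT-qPCR, so those values and the fold changes here do not share a reference. The adjusted p-value of *Klf13* rose from 0.0185 to 0.0687 without replicate 3 of Hypoxia MC. *Hif1an* and *Dram2* did not differ beyond the spread between libraries (adjusted p = 0.202 and 0.473 from the same test).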

The apoptosis cofactor, *Bmf*; the TNF induced apoptosis gene, *Tnfrs1b*; the positive gene regulation for autophagy cell death gene, *Tp53inp 1*; and *Traf 6* and *Tnnt 2* were significantly down-regulated by miR-125b and its isomiRs (Figure 8). 

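In the RNA sequencing data from hypoxia, *Tnnt2* was down-regulated against MC by each isomiR. It had 45.9 ± 2.82 CPM (SD, n = 3) with Plus A, 29.3 ± 0.968 CPM (SD, n = 3) with Trim A, 15.6 ± 1.02 CPM (SD, n = 3) with Trim AG and 42.6 ± 16.2 CPM (SD, n = 3) with Trim AGU. Against miR-125b, its log2 fold change was -1.40 with Trim AG (adjusted p = 1.9e-05 from edgeR's quasi-likelihood test) and 0.05 with Trim AGU (adjusted p = 0.912). *Bmf* was also down-regulated against MC by each isomiR, with log2 fold changes of -1.55, -2.06, -2.87 and -2.18 for Plus A, Trim A, Trim AG and Trim AGU. The same held for *Tnfrsf1b*, at -2.07, -1.98, -1.78 and -2.66. *Traf6* had -0.52, -0.67, -0.65 and -0.87, and was not called with Plus A. With Trim AGU its adjusted p-value rose from 0.0236 to 0.106 without replicate 3 of Hypoxia MC. *Tp53inp1* was called with Plus A at -0.63, but not with Trim A at -0.58, Trim AG at -0.24 or Trim AGU at -0.75. Against miR-125b, it was higher with Trim AG by a log2 fold change of 0.69 (adjusted p = 0.00253), *Bmf* was lower with Trim AG at -1.36, and *Tnfrsf1b* and *Traf6* were not called with any isomiR.

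**Figure D4:**
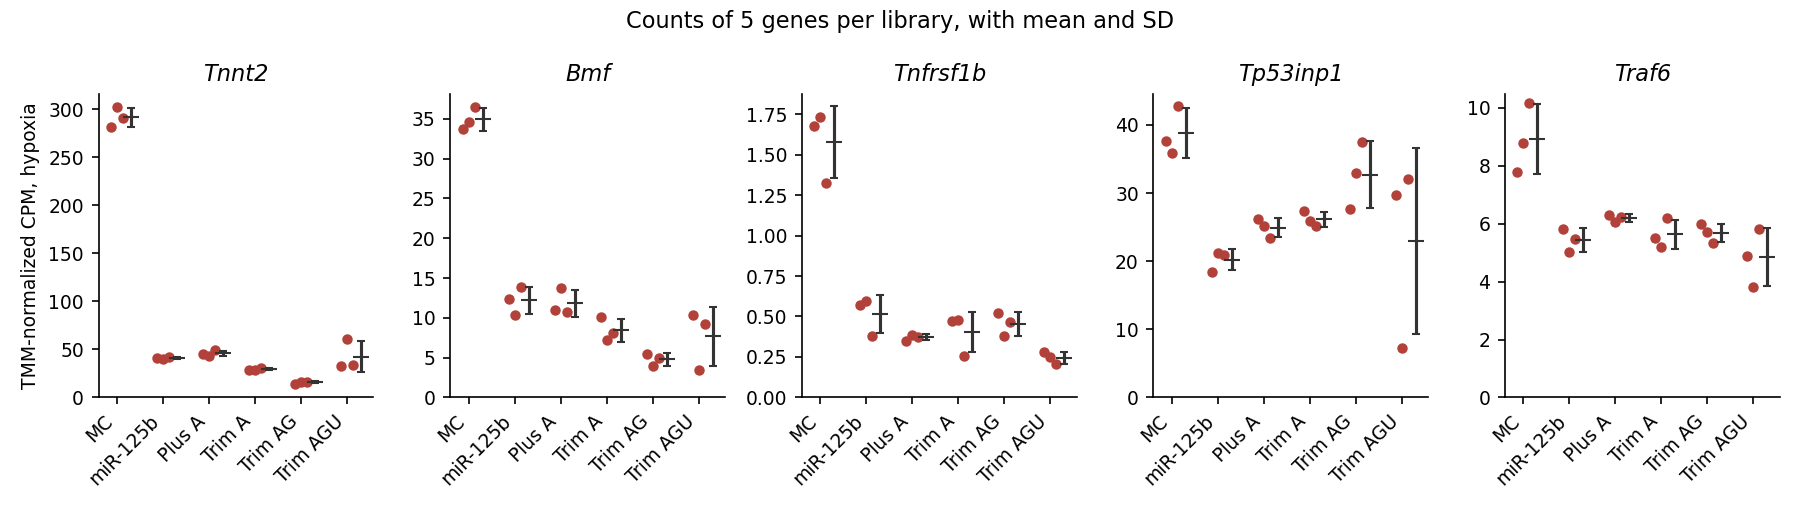
*Tnnt2*, *Bmf*, *Tnfrsf1b*, *Tp53inp1* and *Traf6* (y axis, TMM-normalized CPM) in the 3 hypoxia libraries of each group (x axis, points), with the mean and SD beside them. The libraries of the mimics lie below the MC libraries for *Tnnt2*, *Bmf* and *Tnfrsf1b*, and *Tp53inp1* spreads most within Trim AGU, at 23.0 ± 13.7 CPM (SD, n = 3).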

Interestingly, the validation of gene expression supported the finding from NGS where miR-125b, Plus A and Trim A exerted similar effects on the target gene regulation, while Trim AG and Trim AGU yielded different effects (Figure 8 and Supplementary Figure S7).

## 3. Discussion

miR-125b is preserved across species and has been well-documented to promote cell survival through its anti-apoptotic function. miR-125b plays a role in the development of cardiovascular disease including myocardial ischemia, atherosclerosis, ischemia–reperfusion injury, ischemia stroke and HF [20]. Due to its multifaceted functions, this makes miR-125b an interesting therapeutic target in cardiovascular disease. With miR-125b mimic transfection in an H9C2 hypoxic model, we confirmed that overexpression of miR-125b promotes cell survival with enhanced CCK-8 cell viability and decreased LDH cell injury levels. For the first time, we now demonstrate the high abundance of miR-125b and it 3′ isomiRs with addition of A, along with deletions of A, AG, and AGU in healthy and ischemic rat hearts and healthy and HF sheep hearts. In functional studies, we showed that 3′ isomiRs with additional A and Trim A at 3′ end have similar or even enhanced protective effects compared to canonical miR-125b. In contrast, the protective effects of isomiRs Trim AG and Trim AGU are reduced as compared to canonical miR-125b.

The first miRNA *Lin-4* was discovered from *Caenorhabditis elegans* in 1984 [21]. *Lin-4* is the first-discovered miRNA with 22 nucleotides. It does not encode a protein but directly binds to *Lin-14* 3′UTR and down-regulates LIN-14 protein expression, which plays an important role in the maturation of *C. elegans* [22]. Later on, the *Lin-4* ortholog, miR-125b, was discovered in mammals. miR-125b is highly preserved across species and plays an important role in neuronal differentiation [23]. miR-125b is multi-functional, acting as a tumor suppressor or an oncogene depending on the cellular context. MiR-125b promotes proliferation and migration of type II endometrial carcinoma cells and tumor metastasis in patients with non-small-cell lung cancer, by targeting the tumor suppressor TP53INP1 [24]. Up-regulation of miR-125b is cardioprotective via inhibition of ischemia-induced up-regulation of *p53, Bak-1* and *Bax* [7]. BMF and PUMA belong to BH3-only proteins, which are the pro-apoptotic members of the bcl-2 family. Upon activation, they initiate apoptosis by binding and neutralizing Bcl-2 pro-survival proteins via their BH3 domain [25]. BAK1 is required for BH3-only protein cell killing and is an important effector inducing cell apoptosis. miR-125b exerts its pro-survival effect via inhibition of expression of the pro-apoptotic proteins BMF, Puma and BAK1. TNFR2 enhances TNF-α-mediated apoptosis [26]. In this study, we first replicated miR-125b-induced protection in a H9C2 hypoxia model and confirmed that in NRVM. Our results are consistent with previous reports. We showed that miR-125b mimics promote the cell survival and decrease cell death. The protective effect is related to the cell apoptosis pathway by targeting multiple apoptosis signaling genes: *Bak1, Bmf, Bim, Puma, Tnfrsf1b, Traf6*, etc.

Accumulating results from NGS studies demonstrate that isomiRs, e.g., miRNAs with 1–3 nucleotide differences, are generally present [9]. Mature miRNAs are produced from the pri-miRNA stem loop and pre-miRNA hairpins as a result of Drosha in the nucleus and Dicer cleavage in the cytosol, respectively [27,28]. The imprecision of such cleavage is an important mechanism underpinning production of isomiRs. We have detected miR-125b and isomiRs in two different species, rat and sheep, including 3′-trimmed A, AG, and AGU, which are reasonably presumed to be the products of imprecise cleavage. They are classified as templated as these sequences originate from the same hairpin genes. An isomiR with additional A (Plus A) compared to canonical miR-125b was detected, as well. This isomiR can be attributed to the post-transcriptional processing by nucleotidyl transferases [29]. As the additional nucleotide does not exist in the parental hairpin genes, these variants are classified as non-templated. No miR-125b 5′ isomiRs were detected.

It is interesting to point out that the rat canonical miR-125b sequence is identical to hsa-/mmu-miR-125b, and is only one nucleotide different in sheep, i.e., with or without A, according to miRbase 22.1 (http//www.mirbase.org, accessed on 5 December 2022). By definition, canonical miRNA is the predominantly expressed miRNA with the most abundant sequence reads among variant sequences deposited into miRbase by different research groups. In this case, data from only 13 sheep experiments have been deposited vs. 495 rat experiments from sequencing datasets. Therefore, the canonical sequence of oar-miR-125b remains to be confirmed. Our NGS results show that the most enriched oar-miR-125b isoform (Plus A) is the same sequence as rno-miR-125b. More confirmatory results from different studies are required. Notably, isoforms with trimmed A, AG, and AGU are more abundant than canonical miR-125b in rats. Sequence-oriented isomiR annotation (CASMIR) for unbiased identification of global isomiRs indicates that specific isomiRs are often more abundant than their canonical forms [30]. Many reports confirm canonical miRNAs are not always the most enriched isoforms [31,32].

Accumulating reports indicate isomiRs are commonly expressed, and the tissue isomiR profiles are cell-type-specific and context-dependent [12,33]. Functional studies are rare and mostly limited to 5′ isomiRs [34]. As 5′ variants could change the miRNA seed region, they cause target shifting and lead to functional change [13,14,34]. However, 5′ isomiRs only represent a small proportion of isomiRs compared to 3′ isomiRs [9,33]. A study in human brain samples revealed 80–90% of miRNAs have isomiRs, predominantly 3′ trimmings or additions [35]. Furthermore, 3′ isomiRs share the same seed regions as the canonical miRNA, but it is unclear whether they induce similar functions. For the first time we directly compared the protective effects of miR-125b among its four most abundant isomiRs. Our results demonstrate that miR-125b and all its isomiRs are protective, as evaluated via increased cell viability and reduced cell injury in the context of hypoxic challenge. However, anti-apoptotic effects differ between the isomiRs. Of those, Plus A and Trim A perform better than miR-125b, while Trim AG and Trim AGU have much weaker protection. All three of them may well share the same underlying mechanisms as their regulations on gene expression profiles and the pattern of apoptotic gene validation are very similar. Our results also suggest that Plus A and Trim A are more effective than the mature form of miR-125b.

The majority of miRNA isomiRs comprise 3′ trimmings or additions with a nucleotide tail of A or U [36,37]. U-addition may inhibit miRNA activity as evidenced by miR-26b in human adenocarcinoma cells [38]. Recently, a very interesting study demonstrated that miR-27 with 3′ U-addition alters miRNA function by modulating gene target recognition. They named this mechanism Tail-U-Mediated-Repression (TUMR) [39]. It is reported that miRNA with U-addition promotes a group of miRNA degradation after T-cell activation [37]. Whether miRNA A-addition increases or decreases miRNA turnover is unknown. To our knowledge, no functional study of A-addition has been reported. We observed that isomiRs of Plus A and Trim A function similarly as the canonical miR-125b and are even more protective than the canonical form. In this study, we also showed that two isomiRs with further trimming, namely Trim AG and Trim AGU, decreased anti-apoptotic potency. It is believed that miRNA 3′ modification affects miRNA turnover [15]. The progressive trimming might be a mechanism of miRNA degradation. This warrants further investigation.

In conclusion, we discovered four 3′ isomiRs of miR-125b, Plus A, Trim A, Trim AG and Trim AGU, from rat and sheep hearts using NGS. miR-125b and isomiRs are all protective against hypoxia. However, Plus A and Trim A are more effective than miR-125b, while Trim AG and Trim AGU have much weaker effects than miR-125b. Both gene regulation profiling and apoptotic gene validation indicate a wide overlap among miR-125b, Plus A and Trim A. From a therapeutic drug design point of view, it is worthwhile to investigate the effects of different isomiRs to find the most effective one. Possibly pairing isomiRs along with canonical miRNA might function better than a single miRNA under physiological and pathophysiological conditions. In-depth understanding of isomiR metabolism and function may assist better therapeutic design of miRNA drugs.

## 4. Materials and Methods

### 4.1. H9C2 Cell Culture, NRVM Isolation, miRNA Mimic Transfection and Hypoxia Treatment

H9C2 cells (a rat cardiac myoblast cell line) were purchased from American Type Culture Collection (Manassas, VA, USA) and cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% (vol/vol) fetal bovine serum, 2 mM glutamine, 100 units/mL penicillin, and 100 g/mL streptomycin at 37 °C in 5% CO_2_. At 70% confluence, 25 nmol/L Mimic control (MC), miR-125b mimic (miR-125b) or isomiRs including addition of A (Plus A), deletion of A (Trim A), deletion of AG (Trim AG), and deletion of AGU (Trim AGU) were transfected according to the manufacturer’s instructions (GenePharma, Shanghai, China). The transfection complex was formed in antibiotic-free DMEM by incubating MC, miR-125b or isomiR mimics with Lipofactamine^®^ RNAimax (Thermo Fisher Scientific Inc., Singapore) at a ratio of 20 pmol:1 µL for 10 min. The transfection complex was added to the cells and incubated for 24 h.

Following 24 h of transfection, cells were subjected to hypoxia at <0.2% O_2_ in serum-free low-glucose DMEM for 24 h. Control normoxic (Nor) cells were cultured under normal conditions with fresh DMEM. At the end of hypoxia, cell culture medium was collected for measurement of lactate dehydrogenase (LDH) release (TOX7, Sigma-Aldrich, St. Louis, MO, USA), an indicator of cell injury, and cells were counted (cell counting kit-8; CCK-8, Sigma-Aldrich, St. Louis, MO, USA) [40]. Separate H9C2 was used for assessment of apoptosis, extraction of RNA, and measurement of protein, respectively.

Neonatal rat ventricular myocyte (NRVM) was isolated from 1–3-day-old neonatal rats via enzymatic digestion and mechanical dissociation, as reported previously [25]. Purified cardiomyocytes were cultured in DMEM supplemented with 15% (vol/vol) fetal bovine serum, 100 units/mL penicillin, and 100 g/mL streptomycin at 37 °C in 5% CO_2_. The NRVM cells were then subjected to miR-125b mimic transfection and hypoxic challenge, as described as above.

### 4.2. Cell Injury Assessments with Lactate Dehydrogenase Release, CCK-8, and Apoptosis

Hypoxia culture medium was collected and centrifuged at 250 g for 5 min. The LDH assay mixture was prepared according to the manufacturer’s protocol. A 1:2 volume of mixture and sample supernatant was mixed and incubated at room temperature for 30 min. The reaction was terminated by adding 1/10 volume of 1 N HCl. The absorbance was measured at 490 nm. Finally, 10 μL of the CCK-8 solution was added to H9C2 at the end of normoxia and hypoxia, and then incubated for 4 h. Absorbance at 450 nm was measured.

H9C2 was trypsinized at the end of normoxia and hypoxia. Cell viability and apoptosis were assessed usingANNEXIN V and 7-AAD staining following the manufacturer’s protocol using the MUSE^TM^ Cell Analyzer (Merck Millipore, Singapore) [26]. Based on the staining, cells were separated into 4 sub-groups (ANNEXIN V and 7-AAD double negative, ANNEXIN V only positive, ANNEXIN V/7-AAD double positive, and 7-AAD only positive) corresponding to viable, early-apoptotic, late-apoptotic, and dead cells, respectively.

### 4.3. In Vivo Model

The surgical preparation and study protocol for the ovine rapid ventricular pacing-induced HF model were published previously [18]. The ovine study protocol was approved by the Animal Ethics Committee of the University of Otago, Christchurch, New Zealand. The rat study protocol was approved by the Institutional Animal Care and Use Committee of the National University of Singapore and complied with the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health (NIH publication no. 85–23, revised 1996). All methods were carefully performed according to the guidelines of the Declaration of Helsinki. For the in vivo rat MI model, the rats were anesthetized with ketamine and xylazine (75 and 10 mg/kg, respectively, intraperitoneally [i.p.]), intubated, and ventilated. The chest was opened with an incision between the left third and fourth ribs. The left anterior descending coronary artery (LAD) was ligated using a 7/0 polypropylene suture. The chest was closed. An identical surgical procedure without LAD ligation was carried out to generate a control group.

### 4.4. miRNA and mRNA Sequencing

Next-generation deep sequencing and RNA sequencing were used to detect miRNA and mRNA, respectively. Total RNA from H9C2 was extracted using TRIzol reagent (Invitrogen, Thermo Fisher Scientific Inc., Singapore) followed by DNase I treatment. RNA quality was determined using a Nanodrop and Bioanalyzer. A total of 100 ng RNA from the control, HF and MI from rat and sheep samples was converted into small RNA libraries according to the Illumina^®^ manufacturer’s instructions. The libraries were assembled and sequenced on the Illumina NextSeq 500 system (Illumina Inc., San Diago, CA, USA). The raw NGS reads were subjected to data quality control via measurement of the quality score (Q-score, a prediction of the probability of an incorrect base-call) and filtered to remove background reads of <15 nucleotides (nts). The sequences with lengths between 15 and 30 nts were analyzed. The sequence analyzing pipeline was carried out by performing alignment with known miRNAs in miRBase v22.1 with Blast, followed by mapping to the respective genome species.

The RNA sequencing was performed using the non-stranded poly-A library method. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first-strand cDNA was synthesized using random hexamer primers, followed by the second-strand cDNA synthesis using dTTP for the non-directional library. This was followed by library construction. The library was sequenced on Illumina platforms, according to effective library concentration and data amount. The sequencing was performed by Novogene AIT, Singapore.

### 4.5. Analysis of miR-125b isomiRs

Sequencing reads were mapped to the species genome and miRbase v22.1. Sequences that mapped to miR-125b were analyzed for their isomiR modifications, namely 5′ trimming, 3′ trimming, nucleotide substitution and 3′ addition. The isomiRs’ distribution at the 3′ ends for miR-125b were compared among the two sequencing datasets obtained from the rat and sheep models.

### 4.6. Real-Time qPCR to Detect and Quantify miRNAs, isomiRs and mRNAs

The miRNA and isomiR expression were determined via hairpin reverse transcription (RT)-qPCR using isomiR-specific RT and qPCR primers (Shanghai GenePharma Co. Ltd., Shanghai, China) and the SuperScript™ IV First-Strand Synthesis System (Invitrogen, Life Technologies, Thermo Fisher Scientific Inc., Singapore). The resulting cDNA was diluted 20× and used as template for qPCR using the SensiFAST™ SYBR^®^ Lo-ROX Kit (Bioline, Meridian Bioscience, Memphis, TN, USA). The data were normalized to U6 as the reference gene.

Messenger RNA expression was determined via universal RT using the SensiFAST™ cDNA Synthesis Kit (Bioline, Meridian Bioscience, Memphis, TN, USA). The cDNA was diluted 10× and used as template for qPCR using the iTaq Universal SYBR Green Supermix (Bio-Rad Laboratories Pte. Ltd., Singapore). Data were normalized to β-actin as the reference gene. All protocols were performed according to manufacturers’ instructions and conducted on the QuantStudio™ 5 Real-Time PCR System (Applied Biosystems™, Thermo Fisher Scientific Inc., Singapore). The miRNA, isomiR and mRNA expression levels were analyzed using the 2^(-delta-delta Ct) method. The forward and reverse primer sequences are summarized in Table 1.

### 4.7. Western Blot

Cells were lysed and quantified according to protein measurement (Bio-Rad Laboratories Pte Ltd., Singapore). Samples of 20 μg protein were loaded to 5–14% SDS-PAGE gels for electrophoresis and then transferred to PVDF membranes overnight at 30V. The following antibodies were used: BMF, HIFa (GeneTex, Axil Scientific, Singapore), β-actin, t-TP53, BAK1, PUMA, DRAM2, TRAF6 (Santa Cruz Biotechnology, Axil Scientific, Singapore), Tp53INP1, TNF-R2 (Sigma-Aldrich, Singapore), and BIM (Cell Signaling Technology, Research Biolabs, Singapore). Bound antibodies were revealed using horseradish peroxidase (HRP)-labeled secondary antibodies (Santa Cruz, Cell Science Pte Ltd., Singapore) and visualized with enhanced chemiluminescence (ECL) detection reagents (Thermo scientific, Singapore).

### 4.8. Statistics

All values are presented as mean ± SD. For RNA sequencing, differential expression analysis between the groups was performed using DESeq2R package (1.20.0). The resulting *p*-values were adjusted using the Benjamini and Hochberg approach for controlling the false discovery rate. Genes with an adjusted *p*-value ≤ 0.05 found with DESeq2 were assigned as differentially expressed. A statistical package and Graph Pad Prism (San Diego, CA, USA) were used to perform statistical analysis. The proportional Venn diagrams were created using the DeepVenn web application. A *p*-value of less than 0.05 was considered statistically significant. Data were compared for differences using one-way ANOVA followed by Bonferroni post hoc analysis or the unpaired two-tailed *t*-test, as appropriate. Multiple-group comparisons were analyzed using two-way ANOVA followed by Bonferroni post hoc analysis.

## Figures and Tables

**Figure 1:**
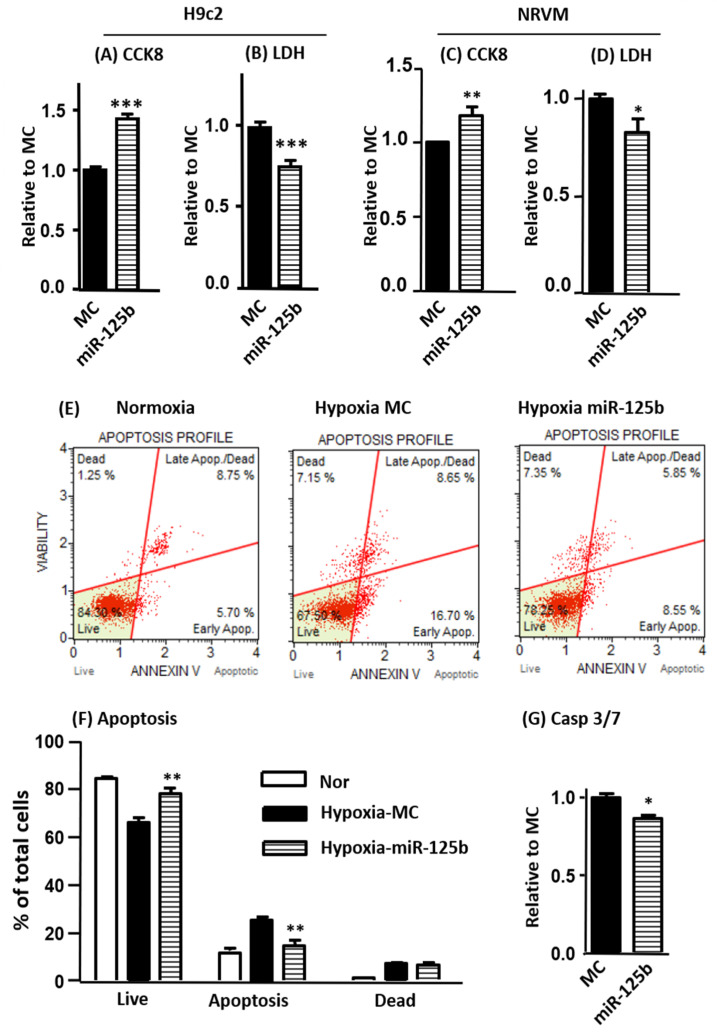
Protective effects of miR-125b in hypoxia model of H9C2 and NRVM. In this study, 25 nM miR-125b mimic or mimic control (miR-125b or MC) was transfected to H9C2 or NRVM. Cells were subjected to 24 h of hypoxia (0.2% oxygen) or normoxia. Cell injury was measured using CCK-8 and LDH release in H9C2 (**A**,**B**) and NRVM (**C**,**D**). Apoptosis was assessed using Annexin V and 7-AAD double staining followed by flow cytometry measurements. Representative apoptosis profiles and calculations are shown for each group (**E**,**F**). The inhibition of apoptosis was further confirmed using significantly reduced caspase3/7 activity (**G**). Data are presented as mean ± SD with Student’s *t*-test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. MC in two-tailed unpaired *t*-test. Data represent the mean ± SD of triplicate experiments.

**Figure 2:**
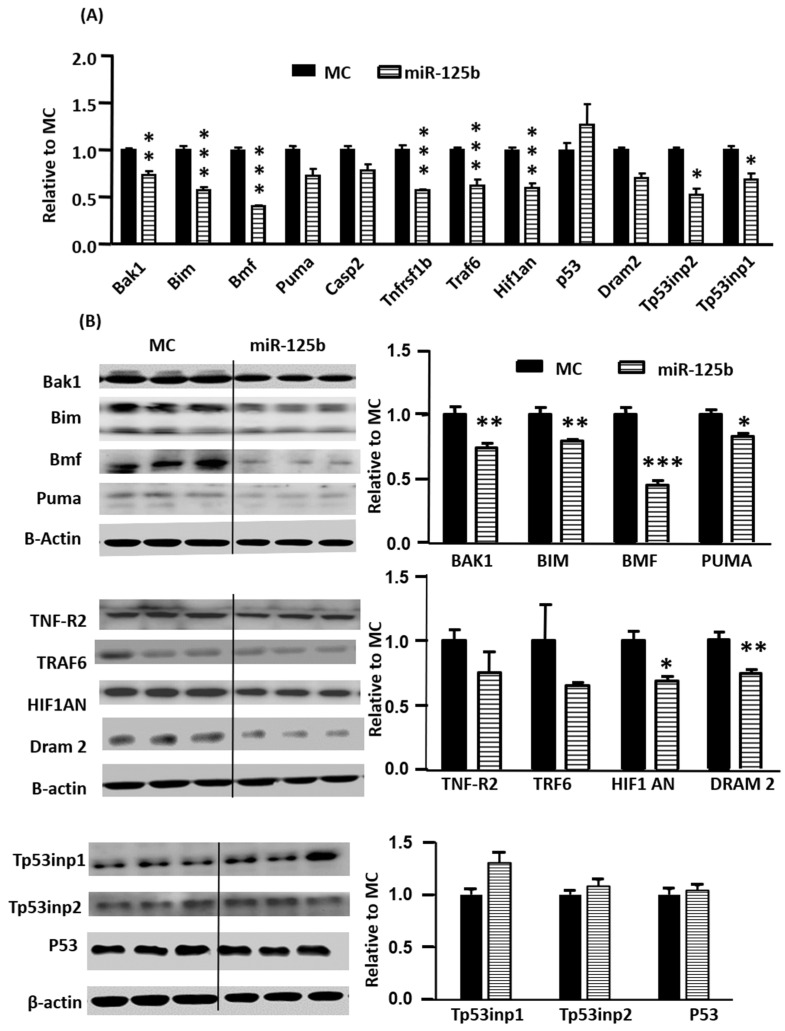
Assessments of miR-125b predicted target expression using RT-qPCR and Western blot in H9C2. MiR-125b regulates the expressions of mRNA *Bak1, Bim, Bmf, Tnfrsf1b, Traf6, Tp53inp1,* and *Tp53inp2* (**A**) and protein levels for BAK1, BIM, BMF, PUMA, HIF1AN, and DRAM 2 (**B**). Data are presented as mean ± SD with Student’s *t*-test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. MC in two-tailed unpaired *t*-test.

**Figure 3:**
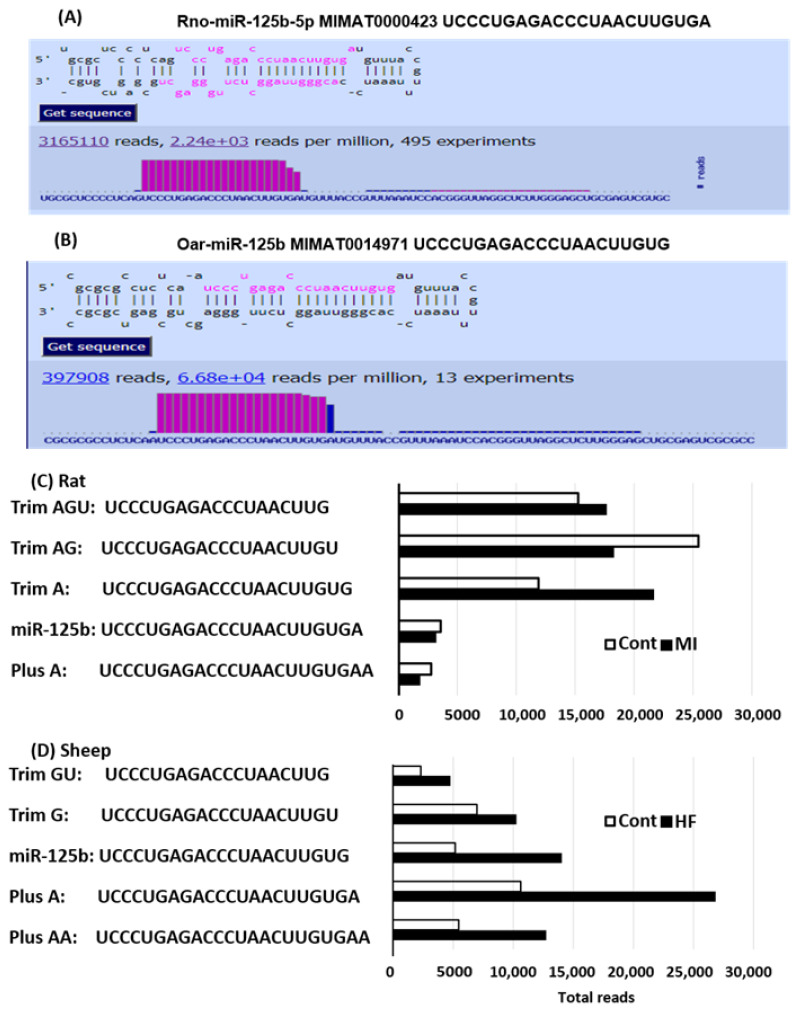
Detection of miR-125b and its isomiRs in the healthy and diseased rat and sheep hearts. Hairpin structures for rno-miR-125b (rat) and oar-miR-125b (sheep) from miRbase are presented in (**A**,**B**), respectively. The expressions of miR-125b and its isomiRs were assessed using next-generation sequencing (NGS). MiR-125b and isomiRs were detected in the rat healthy and MI hearts (**C**) and in the sheep healthy and HF hearts (**D**).

**Figure 4:**
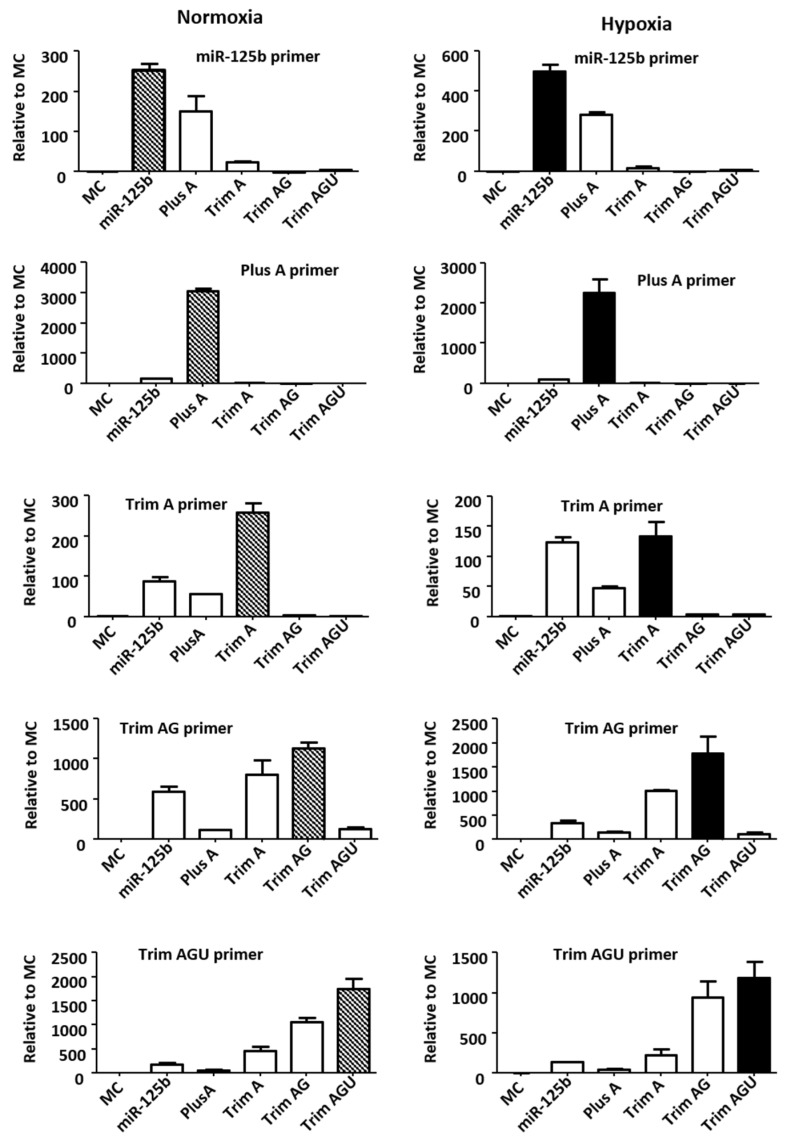
Measurements of miR-125b and its isomiRs using RT-qPCR. In this study, 25 nM mimics of miR-125b or isomiRs of Plus A, Trim A, Trim AG, Trim AGU or MC were transfected to H9c2 followed by 24 h of normoxia or hypoxia (0.2% oxygen) culture. Specific primers were used to validate the transfections. Fold changes relative to MC are presented. Data are presented as mean ± SD of triplicate experiments.

**Figure 5:**
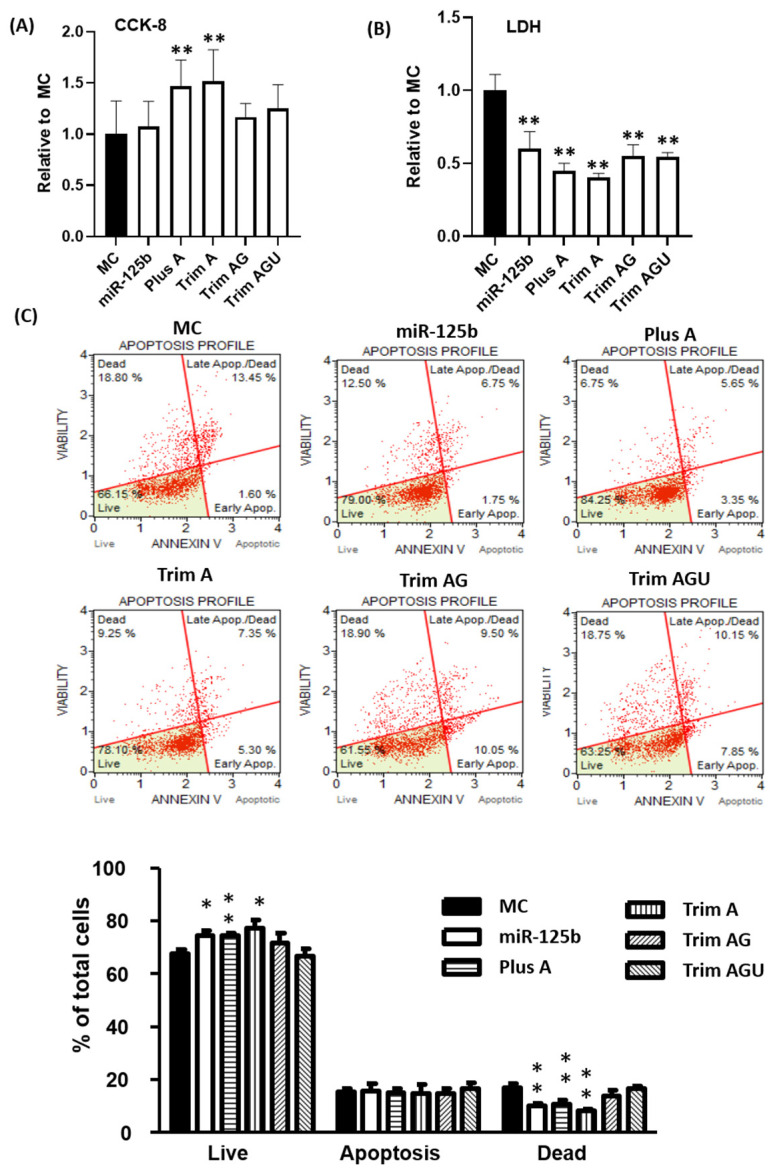
Protective effects of miR-125b and its isomiRs. In this study, 25 nM mimics of miR-125b or isomiRs of Plus A, Trim A, Trim AG, Trim AGU or MC were transfected to H9C2. Cells were subjected to 24 h of hypoxia (0.2% oxygen). Cell injury was measured using CCK-8 (**A**) and LDH release (**B**). Apoptosis was assessed using Annexin V and 7-AAD double staining followed by flow cytometry measurements (**C**). Representative apoptosis profiles and calculations are shown for each group (**C**). Data are presented as mean ± SD with Student’s *t*-test, * *p* < 0.05, ** *p* < 0.01 vs. MC in two-tailed unpaired *t*-test. Data are presented as mean ± SD of triplicate experiments.

**Figure 6:**
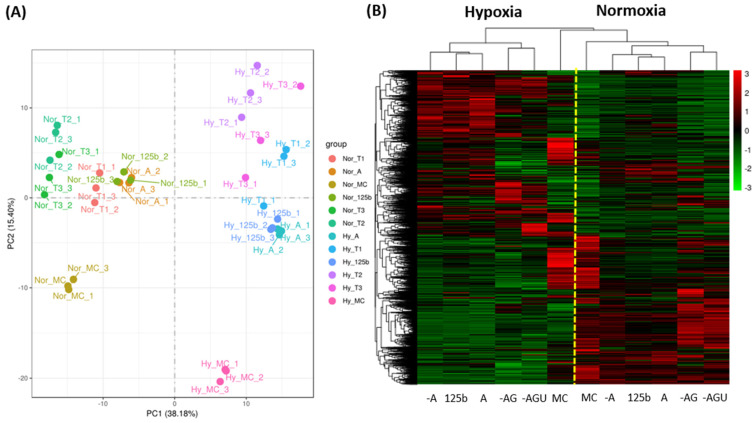
The profiles of gene regulation by miR-125b and its isomiRs in H9C2 under normoxic and hypoxic conditions. In this study, 25 nM mimics of miR-125b or isomiRs of Plus A, Trim A, Trim AG, Trim AGU or MC were transfected to H9C2. Cells were subjected to 24 h of normoxia and hypoxia (0.2% oxygen). Gene expression levels were assessed using NGS. The profiles for the regulation of gene expression were visualized using a PCA plot (Nor: Normoxia, Hy: Hypoxia, T1: Trim A, T2: Trim AG and T3: Trim AGU) (**A**) and hierarchical clustering heat map based on mean gene expression (N = 3 for each group) (**B**).

**Figure 7:**
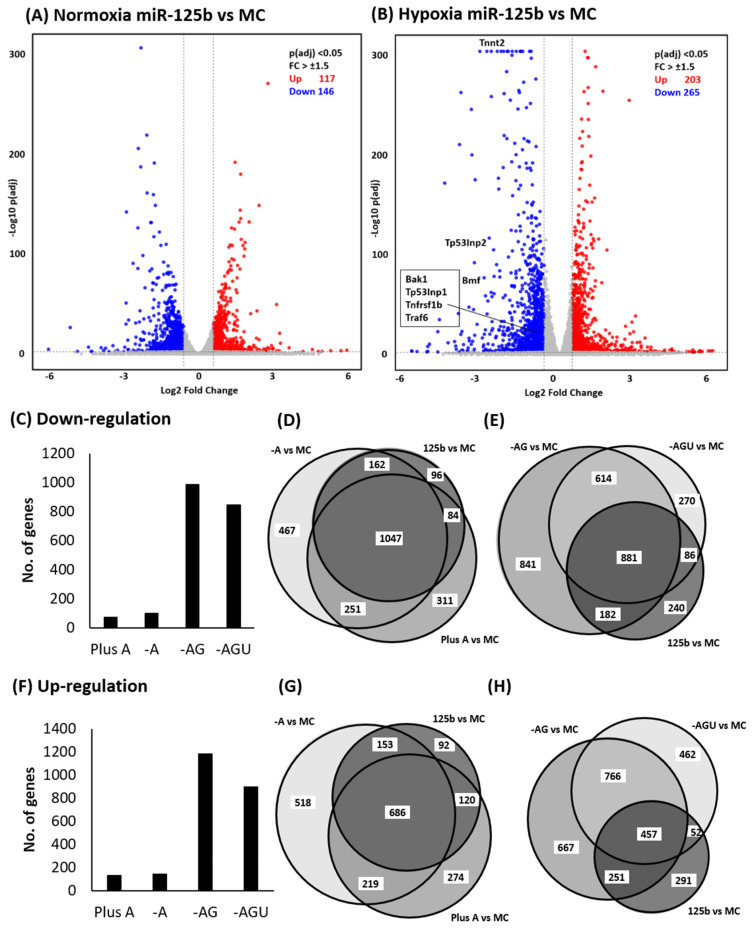
The differences in gene regulation by miR-125b and its isomiRs in H9C2 under normoxia and hypoxia. In this study, 25 nM mimics of miR-125b or isomiRs of Plus A, Trim A, Trim AG, Trim AGU or MC were transfected to H9C2. Cells were subjected to 24 h of normoxia and hypoxia (0.2% oxygen). Gene expression levels were assessed using NGS. Up—(red) and down—(blue)-regulated genes with ≥±1.5-fold change, p(adj) < 0.05, in miR-125b vs. MC, are presented in volcano plots: (**A**) normoxia and (**B**) hypoxia. The numbers of genes that are differently regulated by isomiRs compared to miR-125b under hypoxic conditions are indicated in (**C**) for down-regulation and (**F**) up-regulation. The overlapping gene regulations compared to MC between miR-125b and its isomiRs are presented in the proportional Venn diagram, (**D**,**E**) for down-regulation of miR-125b, Plus A and Trim A with miR-125b, Trim AG and Trim AGU, respectively. (**G**,**H**) Up-regulated genes presented with a similar arrangement.

**Figure 8:**
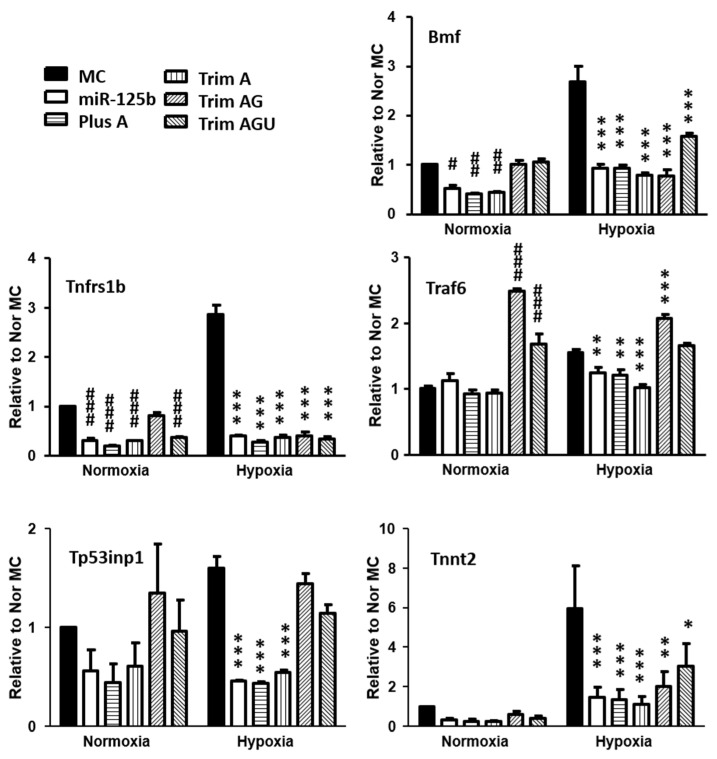
Gene expression for miR-125b targets was assessed using RT-qPCR. In this study, 25 nM mimics of miR-125b or isomiRs of Plus A, Trim A, Trim AG, Trim AGU or MC were transfected to H9C2. Cells were subjected to 24 h of normoxia and hypoxia (0.2% oxygen). Selected target gene regulations were validated using RT-qPCR. Data are presented as mean ± SD with Student’s *t*-test, # *p* < 0.05, ## *p* < 0.01, ### *p* < 0.001 vs. mormoxia MC, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. hypoxia MC (two-tailed).

**Table 1:** Forward and reverse primer sequences.

IsomiR RT-qPCR Primer Sequences		
IsomiR	Forward Sequence (5′–3′)	Reverse Sequence (5′–3′)
U6	CAGCACATATACTAAAATTGGAACG	ACGAATTTGCGTGTCATCC
hsa-miR-125b-5p mimic	ACTGATAAATCCCTGAGACCCTAAC	TATGGTTTTGACGACTGTGTGAT
hsa-miR-125b-5p mimic A 3prime	TGCGTCCCTGAGACCCTAACT	TATGGTTGTTGACGACTGGTTGAC
hsa-miR-125b-5p mimic trim1	AATCGCTCCCTGAGACCCTAA	TATGGTTGTTGACGACTGGTTGAC
hsa-miR-125b-5p mimic trim2	CAGCGTTCCCTGAGACCCTA	TATGGTTGTTGACGACTGGTTGAC
hsa-miR-125b-5p mimic trim3	CTACGGAATCCCTGAGACCCT	TATGGTTGTTGACGACTGGTTGAC
**mRNA RT-qPCR primer sequences**		
**Gene**	**Forward sequence**	**Reverse sequence**
β-actin	GTACAACCTTCTTGCAGCTCCTC	TGACCCATACCCACCATCAC
Bak1	GCCTACGAACTCTTCACCAAG	CACGCTGGTAGACATACAGG
Bim	AGACGAGTTCAATGAGACTTACAC	CGGAAGATGAATCGTAACAGTTG
Bmf	TTGCAGACCAGTTCCATCG	CCCTTCCCTGTTTTCTCGTC
Traf6	CCTCATAAGAGAACAGATGCCT	CGTGCCAAGTGATTCCTCT
HIF1an	ACATTGAGAAGATGCTTGGAGAG	CATGTGGACAGGATAGCAGTC
Tnfrsf1b	PrimeTime^®^ qPCR Primer Assay (Assay ID: Rn.PT.58.35970749; Integrated DNA Technologies, Inc., Singapore)	
Tp53	PrimeTime^®^ qPCR Primer Assay (Assay ID: Rn.PT.58.35888325; Integrated DNA Technologies, Inc., Singapore)	
Tp53inp1	TCCTGGTCTCAGTGAAGCTA	ACAGCAGTGAATGTGCGT
Tp53inp2	CACCTTCCCCTCACCCT	CCTTCTCCAGCAGCACAG
Dram2	ATTGCCTTACATCAGCGACA	GGTTCTCTTCAGGGTTCAGTG
Puma	GCAGTACGAGCGGCGGAGACAAGAAGAGC	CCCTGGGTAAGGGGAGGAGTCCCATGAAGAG
Casp2	GTCCAAGTCTACAGAACAAACCA	CAGCATCACTCTCCTCACATC
Tnnt2	CGAGCAGCAGCGTATTCGC	CAGCCTTCCTCCTGTTCTCCTC

## Data Availability

The data that support the findings of this study are available in the methods and/or supplementary material of this article. The miRNA and RNA sequencing data were deposited in the Gene Expression Omnibus (GEO) at accession numbers GSE87468 and GSE227958, respectively.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms242116015/s1.

How the deposited data were processed for this re-analysis (not part of the article)

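The RNA of H9C2 cells was measured in 36 libraries, 3 for each of 12 groups of mimic and oxygen, and counts of 33 of them were used. The authors deposited 12 tables that each compare a pair of groups, of which 11 hold the raw count of each gene in each library. In the same tables the authors gave an FPKM value, which is a count scaled by the length of the gene and the total of the library. The log2 fold change and the p-value with its Benjamini-Hochberg adjustment in these tables come from the authors' own DESeq2 test. In the table of Normoxia Plus A against Normoxia MC the authors gave group means, an expression signal without a library of its own, and no counts. The paper's text does not name the aligner, the counting tool or the genome build. The libraries were not stranded, so counts of near-identical gene copies, overlapping genes and antisense genes are uncertain. Which genes share reads was not tested, and 1666 identifiers carry a gene name that another identifier also carries. A gene left out of one table and listed in another had at most 1 count there, and was given a count of 0 in the libraries of the table that left it out. Counts of libraries listed in several tables conflicted for 0 genes. Replicates differed by more than the sampling noise, with a chi-square per gene of 4.97 to 236, so each was kept as a library of its own. Totals per library were 28361216 to 42672584 counts, and the error of each value is the spread between libraries, which includes the counting error.

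From the counts, 18 comparisons of a pair of groups were fitted with edgeR 4.0.16 in R 4.3.3, each on the libraries of its own groups, with TMM normalization, the filterByExpr filter on low counts and the quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p-value below 0.05 and a fold change of at least 1.5. These groups, tests and thresholds, the gene lists, the named genes and most alternatives were chosen before the data were examined. The alternatives were DESeq2 1.42.0, no filter on low counts, all libraries in 1 fit, the replicate number as a block, each library left out in turn, a fold threshold of 2 and no fold threshold, with other sets of genes or scales for principal components, correlations and overlaps. Interactions of oxygen with each isomiR against miR-125b, the removal of a lowess trend on gene length (span 0.3), the thinning of Hypoxia Trim AG, distances between libraries, other splits of the libraries and the ranks of *Tnnt2* were added after the data were seen. The fit of all libraries held 33 of the 36 it was meant to hold. Log2 CPM for principal components and distances used a prior count of 2. Genes named in the text are those the paper names and, for miR-125b against MC and for Trim AG and Trim AGU against miR-125b in hypoxia, the 5 called genes per direction with the largest log2 fold change, a mean of at least 1 CPM and no overlap between the groups. Loci listed without a gene name are not named, and other genes are said to be chosen after their values were seen. Standard errors are the log2 fold change over the square root of edgeR's F.

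Gene lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 between genes, and with an estimated correlation and fry as alternatives. The 6 lists hold 29 cell cycle genes, 28 HIF targets, 40 interferon genes, 28 muscle genes, 25 p53 targets and 16 genes the paper names. The last list includes *Actb*, the paper's RT-qPCR reference gene. Symbols that matched no gene in the tables were left out of the tests. Tables were joined with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.

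The edgeR step was tested on simulated data with 200 changed genes in 10 simulations per comparison. For miR-125b against MC in hypoxia (15143 genes) it recovered 83.2% of them and 6.36% of the calls were false. For Trim AGU against MC in hypoxia (15026 genes), whose libraries spread more, it recovered 47.7% and 5.73% of the calls were false. Every recovered gene had the right direction in both. Simulated lists of 28 changed genes in miR-125b against MC (15143 genes) were recovered in 100% of the simulations with camera, and 0.500% of unchanged lists were called. These rates do not show that the preset correlation suits the measured lists. There, 6 of 66 camera calls held with an estimated correlation. The interaction of oxygen with Trim AG against miR-125b (15603 genes) recovered 66.0% of 200 changed genes, and 3.72% of the calls were false.

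Comparisons with Normoxia MC, the interactions of oxygen and mimic against MC, and the normoxia part of the correlations and overlaps against MC were not analysed here, since counts per library of Normoxia MC were not used. Seed sites of miR-125b and 7-mers in 3′ untranslated regions were not analysed here, since no sequence or annotation of the transcripts was used. The values of some genes that were tested are not reported here.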

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

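The interactions of oxygen and isomiR against miR-125b, with their alternatives, the removal of the gene length trend, the thinning of Trim AG and the removal of the shared difference before libraries were exchanged, were added after the data were seen. The difference itself was tested, as the interaction of oxygen with isomiR against miR-125b over the libraries of both groups in both oxygen conditions, and each isomiR stands here because that test called genes. It called 3 genes for Plus A, 94 for Trim A, 1757 for Trim AG and 150 for Trim AGU. At an unadjusted p-value below 0.05 the numbers were 2509, 3481, 5618 and 3428. The difference from miR-125b was larger in hypoxia, as a signed value, for 669 of the genes of Trim AG and smaller for 1088.

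For Trim AG, with its libraries in hypoxia thinned to the median total of miR-125b, the interaction called 1752 genes as the median of 5 draws (1735 to 1773), which argues against depth as its cause. With the trend on gene length removed it called 1738, which argues against gene length as the whole cause. Libraries were also exchanged between isomiR and miR-125b within each oxygen condition. The difference that both oxygen conditions share was first removed from each gene, since an exchange in one condition alone turns it into an interaction. For Trim AG 1 of 100 splits drawn from 200 called as many genes, the labelled one, which argues against a chance division of the libraries. Another split called up to 888 genes, and the median of the others was 0. Without this removal the counts were 12, 2, 5 and 4 of 100 for Plus A, Trim A, Trim AG and Trim AGU, and they were not used. The number of genes up ranged from 489 without replicate 2 of Hypoxia Trim AG to 1032 without replicate 1 of Hypoxia Trim AG. Oxygen stays open as an untested explanation, as does the culture medium, which changed with it.

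For Trim A, 2 of 100 splits called as many genes, the labelled one included, with up to 525 in another, which argues against a chance division. With the gene length trend removed, 220 genes were called. Single libraries moved the result. Without replicate 1 or 2 of Normoxia miR-125b, replicate 2 or 3 of Hypoxia miR-125b or replicate 3 of Hypoxia Trim A, 0 genes were called, with 2591 to 3063 at an unadjusted p-value below 0.05. Without replicate 1 of Hypoxia Trim A 360 were called up and 781 down. For Trim AGU, 1 of 100 splits called as many, the labelled one, which argues against a chance division, with up to 2 in another. With the gene length trend removed, 252 genes were called, and the number of genes up ranged from 10 without replicate 1 of Hypoxia miR-125b to 1402 without replicate 1 of Hypoxia Trim AGU, and was 10 to 22 without each library of miR-125b in turn. The number down ranged from 1 without replicate 1 of Hypoxia miR-125b or replicate 3 of Hypoxia miR-125b to 848 without replicate 1 of Hypoxia Trim AGU, where the genes of the lowest number were *Gusb* and *Plekha6*, named after their values were seen. Gene length is argued against as the whole cause in both. An unequal preparation of single libraries was not tested and stays open in both, as do oxygen and the culture medium that changed with it.

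For Plus A, 5 of 100 splits called as many genes, the labelled one included, so a chance division of the libraries stays open. Another split called up to 10. With the gene length trend removed, 3 genes were called, which argues against gene length bias as the whole cause. With or without the trend these were *Cask*, *Foxc2* and *Pfkfb4*, named after their values were seen. Their interaction log2 fold changes were 5.39, -1.05 and -7.54 (standard errors 0.815, 0.156 and 1.16, edgeR adjusted p = 0.0441 for each). Without replicate 3 of Normoxia Plus A, replicate 1 or 2 of Hypoxia Plus A, replicate 1 of Normoxia miR-125b or replicate 1 or 2 of Hypoxia miR-125b, 0 genes were called, with 1897 to 2411 at an unadjusted p-value below 0.05. Without replicate 2 of Normoxia miR-125b 4 were called up (*Rest*, *Cask*, *Tulp4* and *Eea1*, named after their values were seen), and without replicate 3 of Hypoxia Plus A 6 down. Oxygen, the culture medium that changed with it and the mimic stay open as untested explanations. A swap of the labels of replicate 1 between Normoxia Plus A and Normoxia miR-125b also stays open. It would also touch the interactions of Trim A, Trim AG and Trim AGU, which use Normoxia miR-125b.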

How the results depend on the processing

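Removal of the gene length trend, thinning of Trim AG and the interactions of oxygen and isomiR were alternatives and results chosen after the data were seen. None of the log2 fold changes of single genes that were recomputed changed sign with DESeq2, all libraries in 1 fit, the replicate block or 1 library left out. With fry, 2 gene lists changed direction in hypoxia against normoxia, and neither was called by camera or by fry. They were interferon genes with Trim AG, from lower to higher (fry adjusted p = 0.314), and muscle genes with Trim AGU, from higher to lower (fry adjusted p = 0.968). The order of Trim AGU and Plus A by genes lower than with miR-125b in hypoxia reversed with the replicate block and without a fold threshold, where the ratio of 1.45 became 0.110 and 0.271, while it rose to 11.7 with all libraries in 1 fit, and the order of Trim AGU, Trim A and Plus A by genes called against MC also changed with the setting. Of the numbers of called or shared genes, 39 stayed within 1.5 times their value and 13 moved further with DESeq2. With the other settings, those that stayed and moved numbered 46 and 6 without the filter on low counts, 37 and 7 with all libraries in 1 fit, 32 and 12 with the replicate block, 39 and 5 with the gene length trend removed, 2 and 18 with a fold threshold of 2, 4 and 24 without one, 4 and 0 with Trim AG thinned and 189 and 123 with 1 library left out. Where a value moved, the cause was not tested, except where the change of threshold itself sets it.

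With DESeq2, Trim A against miR-125b in hypoxia had 115 genes up and 179 down, against 69 and 63 with edgeR. Trim AGU had 608 and 640, against 275 and 290. In normoxia, Trim A had 92 up and 24 down, and Plus A 1 up, *Pfkfb4*, named after its value was seen. The interactions had 25 up and 43 down for Plus A, 66 and 293 for Trim A and 394 and 352 for Trim AGU. The correlations of fold changes with those of miR-125b were 0.780 for Plus A, 0.768 for Trim A, 0.703 for Trim AG and 0.657 for Trim AGU. Over genes with a mean of at least 10 CPM they were 0.900, 0.905, 0.722 and 0.740.

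With all libraries in 1 fit, Trim AGU against MC in hypoxia had 2907 genes down and Trim AGU in hypoxia against normoxia 3135. Against miR-125b in hypoxia, Plus A had 13 up and 115 down, Trim A 121 down, and Trim AGU 1008 up and 1348 down. Without the filter on low counts, Trim A against miR-125b in normoxia had 90 up and 22 down. The interactions had 3 up (*Cask*, *Eea1* and LOC100910717, named after their values were seen) and 10 down for Plus A and 40 and 179 for Trim A. With the gene length trend removed, Trim A against miR-125b in hypoxia had 130 down, and the interactions had 53 up and 167 down for Trim A and 161 and 91 for Trim AGU.

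With a fold threshold of 2, fewer genes pass by construction. There were 592 up and 851 down for miR-125b against MC in hypoxia, 644 up and 848 down for miR-125b in hypoxia against normoxia. Against miR-125b in hypoxia there were 32 up and 47 down for Plus A, 10 up and 13 down for Trim A, 430 up and 753 down for Trim AG, 149 up and 161 down for Trim AGU. In normoxia there were 13 up and 3 down for Trim A, 427 up and 298 down for Trim AG, 293 up and 344 down for Trim AGU, where the genes down with Trim A were *Shbg*, *Sepw1* and *Abhd10*, named after their values were seen. Without a fold threshold, more pass by construction, with 4468 up and 4540 down for miR-125b against MC in hypoxia, 3713 up and 3920 down for miR-125b in hypoxia against normoxia. Against miR-125b in hypoxia there were 1265 up and 1143 down for Plus A, 192 up and 139 down for Trim A, 3194 up and 3142 down for Trim AG, and in normoxia 211 up and 72 down for Trim A, 2817 up and 2906 down for Trim AG, 1965 up and 1715 down for Trim AGU. The genes shared with miR-125b against MC were then 3366 up and 3563 down for Plus A, 3311 up and 3393 down for Trim A, 3010 up and 3081 down for Trim AG, 1886 up and 1833 down for Trim AGU.

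The share of the first and the next principal component was 46.0% and 10.8% over the 500 genes with the highest variance, 30.1% and 17.3% with each gene scaled, 40.6% and 16.7% on log2(FPKM + 1), and 27.7% and 11.9% without the filter on low counts. The hypoxia and normoxia libraries were apart on the first component in each of these.

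With 1 library left out, the number of called genes of Trim AGU against MC in hypoxia ranged up from 567 without replicate 3 of Hypoxia MC to 2308 without replicate 1 of Hypoxia Trim AGU and down from 890 without replicate 3 of Hypoxia MC to 2328 without replicate 2 of Hypoxia Trim AGU. Against miR-125b in hypoxia, Plus A ranged up from 46 without replicate 1 of Hypoxia miR-125b to 123 without replicate 1 of Hypoxia Plus A and down from 119 without replicate 1 of Hypoxia miR-125b to 214 without replicate 3 of Hypoxia Plus A. Trim A ranged up from 8 without replicate 3 of Hypoxia miR-125b to 283 without replicate 1 of Hypoxia Trim A and down from 4 without replicate 2 of Hypoxia miR-125b or replicate 3 of Hypoxia miR-125b to 692 without replicate 1 of Hypoxia Trim A, where the genes were *Krt8*, *Slc29a2*, LOC100911363 and *Snx3* without replicate 2 of miR-125b and *Mogs*, *Krt8*, *Ndufa1* and LOC100912538 without replicate 3, named after their values were seen. Trim AGU ranged up from 17 without replicate 1 of Hypoxia miR-125b to 788 without replicate 1 of Hypoxia Trim AGU and down from 10 without replicate 1 of Hypoxia miR-125b to 795 without replicate 2 of Hypoxia Trim AGU. In normoxia, Trim A ranged up from 15 without replicate 2 of Normoxia Trim A to 74 without replicate 1 of Normoxia miR-125b and down from 4 without replicate 2 of Normoxia Trim A to 16 without replicate 1 of Normoxia miR-125b. Plus A ranged up from 0 without replicate 3 of Normoxia miR-125b to 4 without replicate 2 of Normoxia Plus A and down from 0 without each of several libraries in turn to 3 without replicate 2 of Normoxia miR-125b. The highest numbers of Plus A were LOC100910414, LOC100910308, LOC100912042 and LOC100912571 up and LOC100911047, LOC100911186 and LOC100912538 down, named after their values were seen, and without replicate 3 of Normoxia miR-125b 0 genes were called in either direction, with 380 at an unadjusted p-value below 0.05. Trim AGU in hypoxia against normoxia ranged up from 738 without replicate 3 of Normoxia Trim AGU to 2333 without replicate 1 of Hypoxia Trim AGU and down from 1099 without replicate 3 of Normoxia Trim AGU to 2359 without replicate 2 of Hypoxia Trim AGU. The interactions ranged up from 0 without each of several libraries in turn to 4 without replicate 2 of Normoxia miR-125b and down from 0 without each of several libraries in turn to 6 without replicate 3 of Hypoxia Plus A for Plus A, up from 0 without each of several libraries in turn to 360 without replicate 1 of Hypoxia Trim A and down from 0 without each of several libraries in turn to 781 without replicate 1 of Hypoxia Trim A for Trim A, up from 489 without replicate 2 of Hypoxia Trim AG to 1032 without replicate 1 of Hypoxia Trim AG for Trim AG, and up from 10 without replicate 1 of Hypoxia miR-125b to 1402 without replicate 1 of Hypoxia Trim AGU and down from 1 without replicate 1 of Hypoxia miR-125b or replicate 3 of Hypoxia miR-125b to 848 without replicate 1 of Hypoxia Trim AGU for Trim AGU.

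With the replicate number as a block, Trim A against miR-125b in hypoxia had 6 genes up and 1 down (*Krt8*, named after its value was seen), Trim AGU 38 and 16, Trim A in normoxia 35 up, and Trim AGU in hypoxia against normoxia 1044 up. The interactions had 0 up and 0 down for Plus A, with 2110 genes at an unadjusted p-value below 0.05, 0 and 0 for Trim A, with 3159, and 14 and 1 (*Plekha6*, named after its value was seen) for Trim AGU. The numbers were not found to pair the libraries. Of 55 pairs of groups, 0 had a correlation above 0.1 between the deviations of every same-numbered pair of libraries, and the mean correlation per pair of groups ranged from -0.0648 to 0.171. In hypoxia, the same-numbered libraries of Trim A, Trim AG and Trim AGU had a mean correlation of 0.156, the highest of 36 ways to number them, with 0.126 next. This was tested after it was seen. It is consistent with libraries prepared together under the same number in these groups. The mitochondrial share of counts was 3.29% to 3.52% in their replicates 1 and 4.45% to 5.70% in the others, against 3.15% to 4.16% in all libraries outside these groups. A biological explanation of it was not tested.

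Of the comparisons in which camera called a list, an estimated correlation left 3 for the cell cycle list and 3 for the muscle list. It left 0 for HIF targets, interferon genes, p53 targets and the genes the paper names. Over all comparisons of these lists in turn, 9, 4, 6 and 3 had an unadjusted p-value below 0.05 with an estimated correlation. With fry, p53 targets were called in 15 comparisons and the genes the paper names in 11. Of single lists in single comparisons, 60 were no longer called with an estimated correlation, and with fry 5 were no longer and 18 newly called. Of values of single genes named in the text, 30 fits with 1 library left out no longer passed and 8 newly passed the thresholds, while 352 did not change. The block lost 3, and all libraries in 1 fit lost 2 and gained 1. With DESeq2 63 did not change.

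Alternatives for comparisons with Normoxia MC, for the interactions against MC and for the normoxia correlations and overlaps were not run, since its counts per library were not used. The fit of all libraries was run on 33. The test of miR-125b seed sites and the scan of 7-mers were not run, since no sequence of the untranslated regions was used.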

Differences from the paper's values

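The ranks of *Tnnt2*, the distances between libraries and the reading of Figure 7C and Figure 7F in the other direction were chosen after the data were seen. Values count as close here when one is at most 1.5 times the other. In hypoxia, 1886 genes were down-regulated by miR-125b against MC, and the paper's number is 265. For up-regulated genes the numbers were 1428 and, in the paper, 203. None of the alternatives set before the data were examined closed either gap, and the nearest were 851 and 592 with a fold threshold of 2. The totals of the circles of miR-125b in Figure 7D and Figure 7G, read by eye, were about 1400 and about 1100, which are close to the numbers found here.

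The paper gives a limit of 100 genes down-regulated against miR-125b with Plus A, where 200 were found, or 107 in the other direction, as genes higher with Plus A, which is close. The number of lower genes was 115 with all libraries in 1 fit, 146 with the replicate block, 47 with a fold threshold of 2 and 119, 140 and 126 without replicates 1, 2 and 3 of Hypoxia miR-125b, and no other alternative set before the data were examined closed the gap for lower genes. The paper puts Trim AG and Trim AGU at 10 times the number of Plus A and Trim A. The ratio was 27.9 for Trim AG over Trim A, and it came close with DESeq2 at 9.40 and all libraries in 1 fit at 14.5. For Trim AGU over Plus A it was 1.45, and only all libraries in 1 fit closed the gap, at 11.7, while it fell to 0.110 with the block and 0.271 without a fold threshold. For Trim AGU over Trim A it was 4.60, and all libraries in 1 fit at 11.1 and the higher fold threshold at 12.4 closed it, while DESeq2, the block, no filter on low counts and no fold threshold did not. Over genes higher with the isomiRs the ratios were 17.4, 2.57 and 3.99 in the same order, none close. Of these the first came close with DESeq2 at 10.6 and all libraries in 1 fit at 13.2, the second with DESeq2 at 7.07, and the third with all libraries in 1 fit at 11.2 and the higher fold threshold at 14.9. Ratios with 1 library left out were not computed.

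Bars of Figure 7C were read by eye as genes lower with each isomiR, the direction its legend gives, and also as genes higher. For Plus A the bar stands at about 75, where 200 genes were lower, which none of the alternatives brought close, and 107 higher, which is close. For Trim A it stands at about 100 in Figure 7C, where 63 were lower and 69 higher, the latter close. The number of lower genes came close without the filter on low counts at 84, with all libraries in 1 fit at 121 and without a fold threshold at 139. For Trim AG it stands at about 990 in Figure 7C, where 1757 were lower and 1202 higher, the latter close. For lower genes a fold threshold of 2 gave 753, and leaving out replicate 3 of Hypoxia miR-125b or replicate 3 of Hypoxia Trim AG 1455 or 1471, which are close. For Trim AGU it stands at about 840 in Figure 7C, where 290 were lower and 275 higher. DESeq2 closed the gap with 640 lower or 608 higher, and so did leaving out replicate 1 of Hypoxia Trim AGU with 689 or 788, replicate 2 with 795 lower, and all libraries in 1 fit with 1008 higher. As higher genes, the bars of Plus A, Trim A and Trim AG were no longer close with a fold threshold of 2 or with none, that of Plus A with all libraries in 1 fit at 13, that of Trim A with the replicate block at 6 and without each library in turn, and those of Plus A and Trim AG without some of the libraries.

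Bars of Figure 7F, read by eye as genes higher with each isomiR and also as genes lower, were close in either reading for Plus A and Trim AG. For Trim A the bar stands at about 150 in Figure 7F, where 69 were higher and 63 lower. It was close to 115 higher or 179 lower with DESeq2, 192 or 139 without a fold threshold and 121 lower with all libraries in 1 fit. For Trim AGU it stands at about 900 in Figure 7F, where 275 were higher and 290 lower. It was close to 608 or 640 with DESeq2, 1008 or 1348 with all libraries in 1 fit, 788 or 689 without replicate 1 of Hypoxia Trim AGU and 795 lower without replicate 2. The other alternatives set before the data were examined left the gaps named here. With DESeq2 and both figures read in the direction opposite to the legend, each bar was close, with 86, 115, 1223 and 608 genes higher with Plus A, Trim A, Trim AG and Trim AGU for Figure 7C and 164, 179, 1682 and 640 lower for Figure 7F. Without each library of Hypoxia miR-125b in turn, the numbers fell to 10 to 13 down and 17 to 25 up for Trim AGU and to 8 to 14 up for Trim A. They rose to 692 down and 283 up for Trim A without replicate 1 of Hypoxia Trim A. In the authors' deposited tables, at the same thresholds, the genes lower in miR-125b numbered 94 against Plus A, 115 against Trim A, 1222 against Trim AG and 612 against Trim AGU, each close to its bar in Figure 7C. In the authors' deposited tables 175, 180, 1685 and 638 genes were higher in miR-125b, each close to its bar in Figure 7F.

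The paper calls *Tnnt2* the gene lowered most. It ranked 67 by log2 fold change and 2 by p-value among the genes lower with miR-125b in hypoxia. By p-value it ranked 1 with DESeq2, tied among 16 genes, without the filter on low counts, and without replicate 1 or replicate 2 of Hypoxia MC. It ranked 3 without replicate 2 or replicate 3 of Hypoxia miR-125b, 4 with the replicate block and without replicate 3 of Hypoxia MC, 5 with the gene length trend removed, 7 without replicate 1 of Hypoxia miR-125b and 85 with all libraries in 1 fit. By log2 fold change it ranked 63 to 486 over the settings run, the lowest with the gene length trend removed, a setting chosen after seeing the values. The paper describes the changes with Trim AGU as deeper than those with Plus A and Trim A. By the number of genes called against MC in hypoxia, Trim AGU with 3570 was below Trim A with 4264 and Plus A with 3767. With all libraries in 1 fit it was above both, with 2466 up and 2907 down, against 2059 and 2331 for Trim A and 1564 and 2096 for Plus A. With DESeq2, 2073 up and 2219 down put it above Plus A, at 1604 and 2128, and below Trim A, at 1939 and 2411. Without replicate 1 of Hypoxia Trim AGU it had 2308 up and 2221 down, more than either isomiR, and without replicate 2 of Hypoxia Trim AGU 1629 and 2328, more than Plus A. Without replicate 3 of Hypoxia Trim AGU it had 1214 and 1266, and without each library of Hypoxia MC in turn 567 to 695 and 890 to 924. The mean distance from MC was 0.997 for Trim AGU, 0.987 for Trim AG, 0.880 for Trim A and 0.816 for Plus A. This distance includes the spread between libraries of a group, which was 0.859 in Trim AGU, 0.514 in Trim AG, 0.530 in Trim A and 0.474 in Plus A, so the higher value of Trim AGU does not by itself show a deeper change.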

Other observations

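The other splits of the compared libraries, alone and combined, and the tests of depth, of a few dominant genes and of another group's library for replicate 2 of Hypoxia Trim AGU, were chosen after the results were seen, as were the removal of the gene length trend and the thinning of Trim AG. In 17 comparisons of 3 against 3 libraries, 1 of the 10 splits of the libraries called as many genes, the labelled one itself. As labelled these comparisons called 61 to 5692 genes, and in any other split at most 6. With 10 splits the share cannot fall below 0.1, so this count decides nothing for a single comparison. Comparisons that share no library were therefore combined. For hypoxia against normoxia under the 5 mimics, 1 of 100000 combinations of splits called as many genes in sum, the labelled one. It called 19531, with up to 16397 in another. For Trim A, Trim AG and Trim AGU against miR-125b, over hypoxia and normoxia, 1 of 100 combinations did so in each case, the labelled one. The labelled sums were 193, 5032 and 2239 genes, with up to 138, 2963 and 1677 in another combination. The labelled split led in each of these comparisons alone, so it also had to lead in their sums. With MC set against all 5 mimics in hypoxia, 3633 genes were called, and 1 of 100 splits drawn from 816 called as many, the labelled one, with up to 716 in another. These counts argue against a chance division of the libraries for these comparisons in combination. Plus A against miR-125b was not combined in this way. In hypoxia it called 307 genes, with at most 3 in another split, and a chance division stays open there. In normoxia, where 0 genes were called and 404 had an unadjusted p-value below 0.05, 10 of 10 splits called as many, which a count of 0 fixes and which decides nothing.

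Of those splits, the one that exchanges replicate 1 of Normoxia Plus A with replicate 1 of Normoxia miR-125b called 235 genes, while the others called 0 to 3. A swap of the labels of replicate 1 between these groups is a candidate explanation. Of the 307 genes called between Plus A and miR-125b in hypoxia, in other libraries, the 294 that were also tested in normoxia were used to test it. Across them, the log2 fold changes of the exchanged split correlated with those in hypoxia at r = 0.237, with 0.128 as labelled and a size of at most 0.221 in any other split, so the lead over the next split was small. Over the 125 of these genes with a mean of at least 10 CPM, the size of r was 0.676 for the exchanged split, 0.240 as labelled and at most 0.634 in any other. Genes are not independent replicates. Replicate 1 of Normoxia Plus A correlated at up to 0.9891 with a library of another group and at 0.9864 to 0.9872 with its own. For replicate 1 of Normoxia miR-125b these values were 0.9887 and 0.9857 to 0.9869, which also go with a swap. Replicate 1 of Hypoxia Trim A showed the same, at 0.9877 and 0.9842 to 0.9845, so this is not specific to a swap. The values are consistent with a swap and do not show one, and all results here keep the libraries as labelled. A biological difference between the libraries of a group was not tested.

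Replicate 2 of Hypoxia Trim AGU lay 0.636 from the mean of its group in log2 CPM, against 0.255 to 0.333 in the libraries of other groups. Its total count of 31870038 is within the range of the other hypoxia libraries, 29091343 to 42672584, which argues against low depth. The library also had the fewest genes with a count, 16981, with 18342 in the next lowest, and the highest mitochondrial share, 5.70%. Its highest 10 genes took 9.36% of the counts, against 7.68% to 9.95% in the other libraries, which argues against a few genes that take most of the counts. With the trend on gene length removed its distance was 0.608, against 0.255 to 0.430 elsewhere, which argues against gene length as the whole cause. Its highest correlation with a library of another group was 0.956, below the 0.984 to 0.990 between libraries of the same group outside Hypoxia Trim AGU. This argues only against a library of another group with counts that lies as close to its group as those libraries do. With the libraries of its own group its correlation was 0.954 to 0.959, also below that range. A deviating library of another group under this label therefore stays open. The rule for this test was set after its values were seen. A library of Normoxia MC, whose counts per library were not used here, was not tested and stays open. A mixed sample, low RNA quality and a deviating library of Hypoxia Trim AGU itself were not tested either. They stay open, as does a biological explanation. The library was kept.

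Libraries of Hypoxia Trim AG had the most counts, and Trim AG had the most genes called against miR-125b in hypoxia, 2959. Thinned to 30971697 counts, the median total of Hypoxia miR-125b, they gave 2906 genes as the median of 5 draws (2892 to 2927), which argues against depth as the cause. The sequence of the mimic, which the design varies, and differences between preparations stay open as untested explanations.

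Camera called 66 of 108 tests of 6 gene lists. Of these calls, 6 held with an estimated correlation and 61 with fry. The muscle list shares 1 gene and the list of p53 targets 3 genes with the list of genes the paper names, some of which the paper chose on these samples, and no other lists share a gene. Cell cycle genes were called in 17 of 18 comparisons. Against miR-125b in hypoxia their median log2 fold change was -0.36 with Plus A, 0.53 with Trim A, 1.45 with Trim AG and 1.42 with Trim AGU. In normoxia it was -0.16, 0.41, 1.12 and 1.09, so the list was lower with Plus A and higher with the trimmed isomiRs in both oxygen conditions. With Trim AGU in hypoxia 28 of 28 genes were higher (camera adjusted p = 6.2e-26, 0.0378 with an estimated correlation and 9.6e-06 with fry, all from limma), with 23 of them below an adjusted p-value of 0.05 over all genes and 26 when adjusted over the list alone. The calls that held with an estimated correlation were those of this list for Trim AGU against miR-125b and against MC in hypoxia and in hypoxia against normoxia, and those of muscle genes for miR-125b, Trim A and Trim AG against MC in hypoxia. Those not held with fry were in Plus A against miR-125b in normoxia for cell cycle and interferon genes, in Trim A against miR-125b in normoxia for interferon and muscle genes, and in Trim A against miR-125b in hypoxia for interferon genes. Against MC in hypoxia the cell cycle list was called higher with miR-125b, Trim A, Trim AG and Trim AGU, with medians of 0.31 to 1.70, and not called with Plus A. Between hypoxia and normoxia the median of the cell cycle list was -1.98 to -1.63 over the mimics.

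Muscle genes were called in 11 comparisons and had medians of -2.31 to -1.57 against MC in hypoxia over the mimics. With Trim A and Trim AG they were also called lower than with miR-125b in hypoxia (medians of -0.38 to -0.27), higher than with miR-125b in normoxia (0.28 to 0.32) and lower in hypoxia than in normoxia (-0.89 to -0.49). The lowest adjusted p-value with an estimated correlation was 0.0402 (camera of limma). With miR-125b, 20 of 24 were down-regulated, and 23 passed over all genes and 23 when adjusted over the list alone. HIF targets were called in 13 comparisons, with medians of 0.48 to 0.92 between hypoxia and normoxia and -0.45 to -0.22 against MC in hypoxia. Against miR-125b in hypoxia they were called lower with Plus A, Trim A and Trim AG, with medians of -0.25 to -0.17. Interferon genes were called in 12, all lower, with medians of -1.33 to -0.48 against MC in hypoxia, -0.77 to -0.20 with the trimmed isomiRs against miR-125b in hypoxia and -0.56 to -0.06 with each isomiR against miR-125b in normoxia. p53 targets were called in 7, with medians of 0.35 to 0.75 between hypoxia and normoxia, and lower with Trim A and Trim AG than with miR-125b in normoxia, with medians of -0.18 to -0.12. The genes the paper names were called in 6, with medians of -0.75 to -0.52 against MC in hypoxia, and higher with Trim AGU than with miR-125b in normoxia, with a median of 0.31. None of the calls of these last 4 lists held with an estimated correlation, where the lowest adjusted p-values from camera of limma were 0.106 for HIF targets, 0.116 for interferon genes, 0.110 for p53 targets and 0.116 for the genes the paper names. No explanation of these lists was tested, and hypoxia and normoxia differed in culture medium as well as in oxygen.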
